# Sustained microglial depletion with CSF1R inhibitor impairs parenchymal plaque development in an Alzheimer’s disease model

**DOI:** 10.1038/s41467-019-11674-z

**Published:** 2019-08-21

**Authors:** Elizabeth Spangenberg, Paul L. Severson, Lindsay A. Hohsfield, Joshua Crapser, Jiazhong Zhang, Elizabeth A. Burton, Ying Zhang, Wayne Spevak, Jack Lin, Nicole Y. Phan, Gaston Habets, Andrey Rymar, Garson Tsang, Jason Walters, Marika Nespi, Parmveer Singh, Stephanie Broome, Prabha Ibrahim, Chao Zhang, Gideon Bollag, Brian L. West, Kim N. Green

**Keywords:** Alzheimer's disease, Microglia

## Abstract

Many risk genes for the development of Alzheimer’s disease (AD) are exclusively or highly expressed in myeloid cells. Microglia are dependent on colony-stimulating factor 1 receptor (CSF1R) signaling for their survival. We designed and synthesized a highly selective brain-penetrant CSF1R inhibitor (PLX5622) allowing for extended and specific microglial elimination, preceding and during pathology development. We find that in the 5xFAD mouse model of AD, plaques fail to form in the parenchymal space following microglial depletion, except in areas containing surviving microglia. Instead, Aβ deposits in cortical blood vessels reminiscent of cerebral amyloid angiopathy. Altered gene expression in the 5xFAD hippocampus is also reversed by the absence of microglia. Transcriptional analyses of the residual plaque-forming microglia show they exhibit a disease-associated microglia profile. Collectively, we describe the structure, formulation, and efficacy of PLX5622, which allows for sustained microglial depletion and identify roles of microglia in initiating plaque pathogenesis.

## Abstract (web summary)

Genetics implicate microglia in Alzheimer’s disease pathogenesis, but their roles remain unclear. Here, the authors find that microglial depletion in a mouse model of Alzheimer’s disease impairs plaque formation and that Aβ-induced changes in neuronal gene expression are microglia-mediated.

## Introduction

Alzheimer’s disease (AD) is a progressive, age-related neurodegenerative disorder thought to be triggered by the appearance and build-up of amyloid-β (Aβ) plaques in the cortex^1,2^. These plaques subsequently spread throughout the forebrain and lead to a cascade of events, culminating in synaptic and neuronal loss that underlie the disease-associated memory impairments. Genome-wide association studies have identified numerous genes that confer increased risk for developing the disease; however, the mechanisms underlying plaque formation remain unclear. Discerning commonalities in the function of these disease-associated genes may elucidate potential biological mechanisms involved in the production of plaques^3^. Several of the top identified risk-conveying genes are highly enriched in myeloid cells (*CR1*, *CD33*, *ABCA7*, *TREM2*, *MS4A*, *EPHA1*, *SPI1*^4–6^), highlighting the link between myeloid biology and the risk for developing AD.

Within the CNS, microglia perform homeostatic maintenance, immune-related, and phagocytic functions. Their reported capacity for Aβ phagocytosis and clearance led to the suggestion that age-related changes in microglial function reduce clearance of neuronally derived Aβ from the brain^7^, thus allowing plaque formation, as modeled in *ex-vivo* systems^8,9^. Indeed, we and other groups report that following the initial period of plaque formation, microglia surround the plaques and subsequently mount a harmful and non-resolving inflammatory response. Despite this response, however, Aβ clearance and plaque modulation/dynamics is unaffected^10–12^, yet the removal of the microglia at advanced stages of pathology protects against synaptic and neuronal loss^10^.

Here, we set out to explore the contribution(s) of microglia to plaque formation in the initial stages of the disease, which requires prolonged depletion of microglia throughout the plaque-forming period. To that end, we designed, synthesized, and optimized a potent, specific, orally bioavailable, and brain-penetrant CSF1R inhibitor, PLX5622, to deplete microglia for > 6 months in 5xFAD mice. With the elimination of microglia, we uncovered critical roles of these cells in plaque formation, compaction, and growth, mitigating neuritic dystrophy, and modulating hippocampal neuronal gene expression in response to Aβ pathology. These results implicate microglia as critical and causative in the development and progression of multiple facets of AD pathology.

## Results

### Microglia contain Aβ aggregates in AD mouse models and humans

The aggregation of Aβ is an initial step in the formation of plaques, requiring an acidic pH^13^ and micromolar concentrations of Aβ monomers^14^. The extracellular space does not meet these requisite conditions, suggesting that Aβ aggregation originates elsewhere. In contrast to the extracellular space, microglial lysosomes provide a suitable environment to facilitate Aβ aggregation, potentially contributing to the onset of plaque pathology^15^. To investigate the potential for microglia-mediated plaque formation, we examined Aβ aggregates within microglia in transgenic mouse models of AD. In 15-month-old 3xTg-AD mice, a time point at which plaques are beginning to form, we stained tissue for Thio-S (aggregated Aβ), microglia, and lysosomes. While plaque-associated microglia show accumulation of aggregates within their lysosomes (Fig. 1a, b; as well established^16^), we also observed non-plaque-associated microglia, including ramified microglia, accumulating aggregates within lysosomal compartments (Fig. 1c, d), and microglia containing intracellular aggregates the size of small plaques (Fig. 1e, f). The absence of nearby plaques suggests that existing aggregated Aβ was not the source of these intracellular deposits. Similarly, non-plaque-associated microglia in 4- and 7-month old 5xFAD brains also showed accumulation of Thio-S^+^ material (Fig. 1g–j). Additionally, utilizing aged human postmortem brains, including non-demented, high pathology non-demented, and Alzheimer’s disease subjects, we again found non-plaque-associated microglia containing Aβ aggregates (Supplementary Figure 1A–I). Thus, microglia in plaque forming regions in mouse and human brains can accumulate aggregated Aβ intracellularly, and we hypothesize that this could be an initial and crucial step toward plaque formation.

**Fig. 1:**
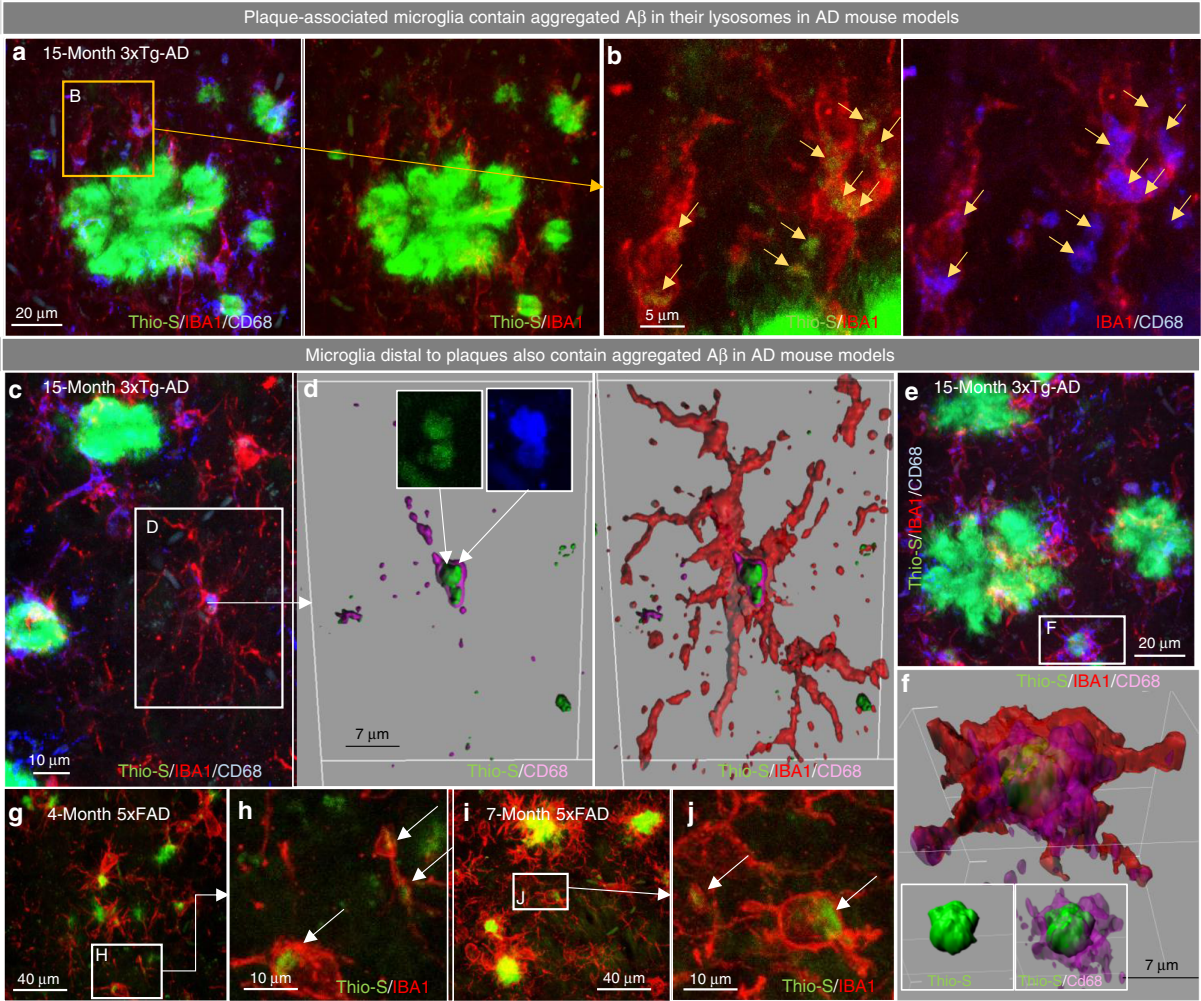
Plaque-distal microglia contain aggregated Aβ. **a**–**e** 15-month-old 3xTg-AD mice were stained for dense core deposits with Thio-S (in green), and immunolabeled for microglia (IBA1 in red) and macrophage lysosomes (CD68 in blue; **a**, **c**, and **e**) with zoomed image (**b**) of Thio-S^+^ material within microglia and within lysosomes, separately. Scale bars = 20 μm for **a**, **e** 5 μm for **b**, 10 μm for **c**. **d**, **f** Three-dimensional reconstruction of microglia (IBA1 in red), the microglial lysosome (CD68 in purple), and fibrillar Aβ (Thio-S in green), demonstrating the localization of Aβ to the microglial lysosome in non-plaque associated microglia. Scale bars = 7 μm. **g**–**j** 5xFAD animals stained for dense-core deposits (Thio-S in green) and immunolabeled for microglia (IBA1 in red; **g** and **i**), with zoomed images (**h**, **j**) demonstrating Thio-S^+^ aggregates in microglial cell bodies in 4- and 7-month-old 5xFAD mice. Scale bars = 40 μm for **g**, **i** 10 μm for **h**, **j**

### Development of a CSF1R inhibitor for microglial elimination

To explore the roles of microglia in the initial development of plaque pathology, we required a method that allowed for the extended and specific elimination of microglia throughout the plaque forming period, using non-invasive/non-stressful approaches. As we previously demonstrated, microglia are critically dependent on CSF1R signaling for their survival^17^, and we set out to develop specific CSF1R inhibitors that were orally bioavailable, brain-penetrant, and able to achieve robust brain-wide microglia elimination for extended periods of time. Using a structure-guided drug design strategy based on the existing CSF1R/KIT/FLT3 inhibitor PLX3397^10,18^, combined with in vivo screening for optimal PK, brain penetrance, and microglial depletion, we created PLX5622 (Fig. 2a), with crystallography revealing the interactions between PLX5622 and the CSF1R (Fig. 2b). The synthesis schematic for the synthesis of PLX5622 and the formation of the optimized PLX5622-fumaric acid salt is shown (Fig. 2c). Cell free kinase inhibitor profiling revealed that PLX5622 is highly specific for the CSF1R, showing > 20-fold selectivity over KIT and FLT3, the two most homologous receptors (Supplementary Table 2, 3). Two key structural differences between PLX5622 and PLX3397 contribute to the improved selectivity based on crystallographic analysis (Fig. 2b; Supplementary Table 4). First, the 2-fluoro substitution on the middle pyridine ring of PLX5622 is designed to access the CSF1R-unique space next to Gly-795 (a gate-keeper to the interior allosteric pocket); both KIT and FLT3 have a bulkier cysteine at the equivalent position. While the difference between a hydrogen atom and a fluorine atom may seem small (with slightly longer bond length and slightly larger radius, a fluorine atom extends the van der Waals edge by ~ 0.5 Å compared to a hydrogen atom), the effect is significant. Anchored on both ends by hydrogen bonds and hydrophobic packing (Fig. 2b), PLX5622 has the fluorine atom at a fixed position. As van der Waals repulsion increases in proportion to the 6^th^ power of the distance between two atoms, a larger gate keeper residue (as seen in KIT and FLT3) will likely incur an energetic penalty for the steric hindrance. In support of this mechanism, a close analog of PLX3397 containing the same 2-fluoro substitution as PLX5622 has the same potency as PLX3397 in inhibiting CSF1R but is 10-fold more selective over KIT than PLX3397. Second, the terminal pyridine group of PLX5622 is optimized to stabilize the allosteric pocket of CSF1R vacated by the displaced juxtamembrane domain. When PLX5622 binds to KIT or FLT3, the position and orientation of the middle pyridine ring causes steric clash with the gate-keeper cysteine, compromising the optimal fit of the terminal pyridine moiety.

**Fig. 2:**
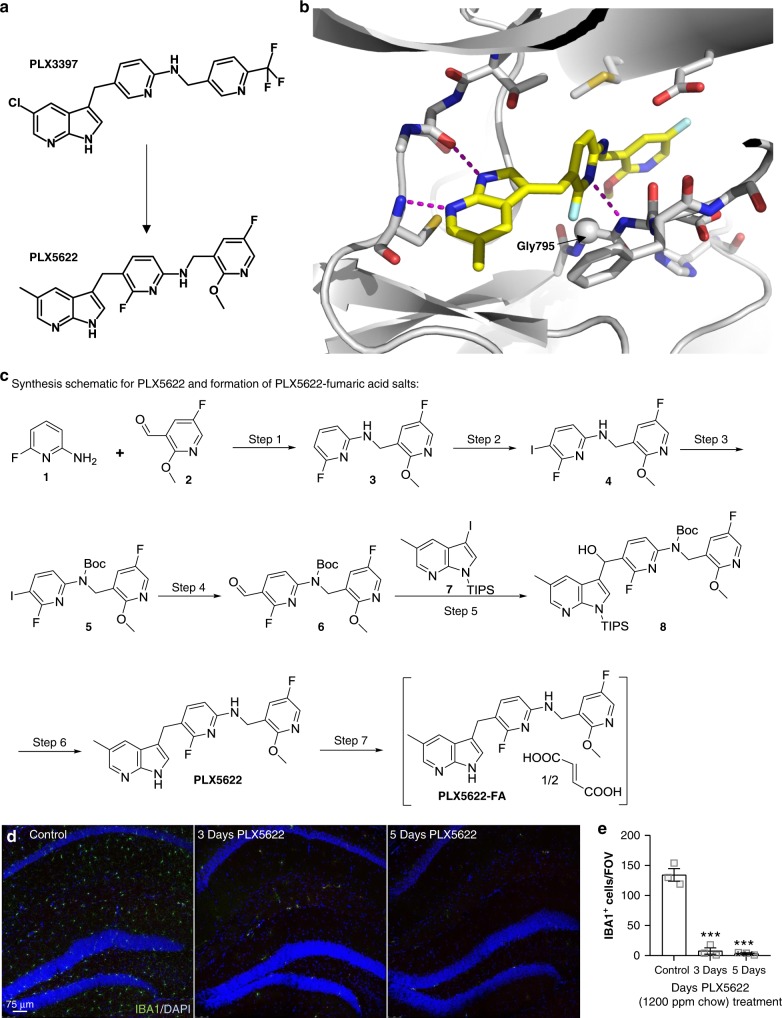
Design and synthesis schematic of the CSF1R inhibitor PLX5622 for extended microglial elimination. **a** Chemical structure of selective CSF1R inhibitor PLX5622. PLX5622 is structurally similar to CSF1R/KIT/FLT3 inhibitor PLX3397 with modifications concentrated on the two pyridine moieties. **b** X-ray crystal structure of the CSF1R-PLX5622 complex. PLX5622 is anchored to the active site of CSF1R by 3 hydrogen bonds (indicated by dashed lines). 7-Azaindole of PLX5622 forms two hydrogen bonds with the hinge region of CSF1R whereas the central pyridine ring forms a hydrogen bond with the main chain amino group of Phe796. The CSF1R selectivity is largely determined by the interaction between PLX5622 and Gly795 (represented as a sphere), which is a bulkier residue (cysteine) in KIT and FLT3. The substitutions on the tail pyridine ring also contribute to the selectivity. This group displaces the juxatemembrane (JM) region (absent in the structure) from the allosteric site. In contrast, PLX3397 binds CSF1R in the presence of the JM region. **c** Synthesis schematic for PLX5622 and subsequent formation of PLX5622-fumaric acid salt. PLX5622 was synthesized from commercially available 2-amino-6-fluoropyridine (**1**), 5-fluoro-2-methoxypyridine-3-carbaldehyde (**2**), and 3-iodo-5-methyl-1-(triisopropylsilyl)-1H-pyrrolo[2,3-b]pyridine (**7**) using the reaction scheme. **d** Immunolabeling of microglia (IBA1 in green) and cell nuclei (DAPI in blue) of two-month-old animals treated with control or 1200 ppm PLX5622-formulated chow. Scale bar = 75 μm. **E**, Quantification of hippocampal microglial number over 5 days of treatment with PLX5622 (*p* < 0.001 for 3d and 5d). Two-way ANOVA with Dunnet’s post hoc test. *n* = 3 for Control, *n* = 3 for 3d PLX5622, *n* = 3 for 5d PLX5622. Statistical significance is denoted by ***p < 0.001. Error bars indicate SEM

In vivo PLX5622 demonstrated desirable PK properties in mice, rats, dogs, and monkeys (Supplementary Table 5), with a brain penetrance of ~20% (compared to ~5% for PLX3397^17^; Supplementary Table 6). The improved blood-brain barrier (BBB) penetrance of PLX5622 over PLX3397 is consistent with the physicochemical properties of the two compounds (Supplementary Table 7). PLX5622 has lower molecular weight, higher lipophilicity and better cell permeability, all factors known to influence the ability of a compound to cross the BBB. PLX5622 was formulated in rodent chow, and administration to mice showed highly effective, causing a 90% reduction with 1200 ppm chow within 5 days of treatment (Fig. 2d, e). Instructions for the synthesis and formulation of PLX5622 are provided (Supplementary Methods).

### Absence of abnormalities with microglial elimination

Having designed and optimized PLX5622 for microglia depletion, we sought to explore the contributions of these cells in the initial stages of AD pathology. To that end, 5xFAD animals, which exhibit plaque pathology from 3 months of age, underwent treatment at 1.5 months of age with PLX5622-formulated chow (1200 ppm) or control diet continuously for either 10–24 weeks. Four treatment groups were included: Wild-type, PLX5622, 5xFAD, and 5xFAD + PLX5622 (*n* = 12/group; sex-balanced; Fig. 3a) and initial characterization focused on the 24-week treated animals. Terminal PK values revealed no differences between PLX5622-treated groups in either plasma or brain (Fig. 3b) and no significant differences were seen in circulating leukocyte subsets (Fig. 3d; Gating strategy in Supplementary Figure 2) with treatment.

**Fig. 3:**
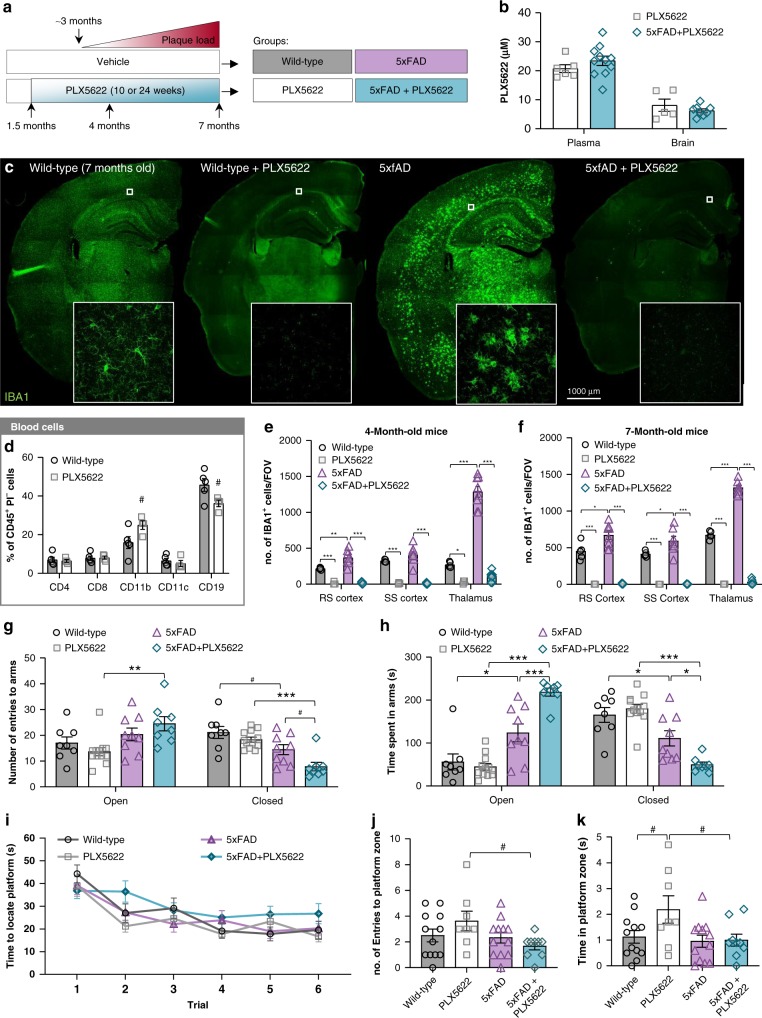
Extended elimination of microglia does not induce peripheral leukocyte or behavioral abnormalities. 1.5-month-old wild-type (WT) or 5xFAD mice were treated with control chow or PLX5622 for 10 or 24 weeks. **a** Experimental design. **b** Terminal PK of PLX5622 and 5xFAD + PLX5622 groups. Two-tailed independent t-test. *n* = 5–6 for PLX5622, *n* = 8–11 for 5xFAD + PLX5622. **c** Hemisphere stitches of microglia (IBA1 in green) in the 7-month-old cohort. Scale bar = 1000 μm. **d** Analysis of different subsets of leukocytes (CD11b, p = 0.059; CD19, *p* = 0.052; all others NS). Two-tailed independent *t*-test; *n* = 4–5 for Wild-type, *n* = 3–4 for PLX5622. **e**–**f** All analyses listed in respective order for retrosplenial (RS) cortex, somatosensory (SS) cortex, and thalamus. Microglial number in 4 **e** and 7 **f** month-old cohorts (4-month cohort: WT v 5xFAD, *p* = 0.001, NS, *p* < 0.001; WT v PLX5622, *p* < 0.001, *p* < 0.001, *p* = 0.044; 5xFAD v 5xFAD + PLX5622, *p* < 0.001, *p* < 0.001, *p* < 0.001. 7-month cohort: WT v 5xFAD, *p* = 0.015, *p* = 0.024, *p* < 0.001; WT v PLX5622, *p* < 0.001 for all regions; 5xFAD v 5xFAD + PLX5622, *p* < 0.001 for all regions). Two-way ANOVA with Tukey’s post hoc test; *n* = 4–6 for Wild-type, *n* = 4–6 for PLX5622, *n* = 5–8 for 5xFAD, *n* = 6–9 for 5xFAD + PLX5622. **g**–**h** Measurements for anxiety were performed by Elevated Plus Maze (EPM) and quantified as number of arm entries (**g** WT v 5xFAD, NS (open) and p = 0.050 (closed); PLX5622 v 5xFAD + PLX5622, *p* = 0.007 (open) and *p* < 0.001 (closed), 5xFAD v 5xFAD + PL5622, NS (open) and *p* = 0.056 (closed)) and time in arms (**h** WT v 5xFAD, *p* = 0.0157 (open) and *p* = 0.046 (closed); PLX5622 v 5xFAD + PLX5622, *p* < 0.001 (open) and *p* < 0.001 (closed); 5xFAD v 5xFAD + PLX5622, *p* < 0.001 (open), *p* < 0.020 (closed)). **i** Mean latencies to a hidden platform from the Morris water maze (MWM) acquisition trials. **j**–**k** Number of platform entries (**j**; PLX5622 v 5xFAD + PLX5622, *p* = 0.071) and time in platform zone (**k**; WT v PLX5622, *p* = 0.094; PLX5622 v 5xFAD + PLX5622, *p* = 0.073) in the MWM probe trial. For all behavioral analyses: Two-way ANOVA with Tukey’s post hoc test; *n* = 8–12 for Wild-type, *n* = 8–12 for PLX5622, *n* = 9–12 for 5xFAD, *n* = 8–9 for 5xFAD + PLX5622. Statistical significance is denoted by *p < 0.05, **p < 0.01, and ***p < 0.001. Statistical trends are denoted by ^#^*p* < 0.10. NS, not significant (*p* > 0.10). Error bars indicate SEM

In the brain, 5xFAD mice displayed increased numbers of microglia/myeloid cells at both 4 and 7 months of age compared to wild-type mice, with masses of enlarged, plaque-associated cells seen throughout the brain (Fig. 3c). Oral PLX5622 treatment led to almost complete microglial elimination (97–100% reduction; Fig. 3c and quantified in e and f), even with 24 weeks of treatment, showing that PLX5622 allows for extended elimination of microglia. The absence of microglia for 24 weeks in wild-type mice did not induce any measurable negative effects in animal behavior, including tests of anxiety (elevated plus maze; Fig. 3g, h) and motor-function (open field; Supplementary Figure 3A–D). Compared to wild-type animals, 5xFAD mice showed reduced anxiety-related behaviors compared to controls in the elevated plus maze (EPM; Fig. 3g, h). We previously reported reduced EPM anxiety-related behavior in a model of hippocampal neuronal lesion^18^, suggesting that hippocampal functioning in 5xFAD animals at this age may be impaired. With microglial elimination, these behaviors were further exacerbated (Fig. 3g, h). To assess hippocampal-dependent memory, mice underwent testing using Y-Maze, Morris water maze (MWM), and Contextual fear conditioning (CFC) and 5xFAD animals did not show impairments in any of these tasks (Supplementary Figure 3E–G; Fig. 3i–k). In the MWM probe trial, PLX5622-treated wild-type mice tended to spend more time in the platform zone compared to wild-type mice (Fig. 3k), indicating that the long-term absence of microglia is not detrimental to murine cognitive function and may be beneficial, at least in this assay, which is consistent with our prior findings^17,18^.

### Microglial elimination impairs plaque formation

Having demonstrated robust microglial elimination prior to and throughout the period of plaque formation in 5xFAD mice, we next sought to determine the consequences of microglial ablation on pathology. In wild-type mice, CSF1R inhibitor treatment for 10 weeks eliminated > 99% of microglia in the cortex (Fig. 4a–f), but a fraction of cells remained in the thalamus (Fig. 4i; enlarged in Supplementary Figure 4). Treatment of 5xFAD mice with PLX5622 again reduced > 99% of microglia in the cortex (Fig. 4d, g), but as noted in wild-type mice, a fraction of cells remained in the thalamus (Fig. 4j). In the absence of microglia, we observed a stark lack of dense-core plaques within cortical regions (quantified in Fig. 4l; retrosplenial (RS) and somatosensory (SS) cortices examined). Notably, a band of plaques were found in the RS cortex, but these were primarily associated with microglia that had survived treatment (Fig. 4d). Plaques were also formed within the thalamus but were again predominantly associated with surviving microglia (Fig. 4j). Close examination of the Thioflavin-S (Thio-S) stained slices revealed deposits beginning to form within cortical blood vessels (Fig. 4d, g – yellow arrows). These results suggest that microglia may be critical regulators of plaque formation and that few surviving microglial cells are sufficient to facilitate some degree of plaque formation (*i.e*., as seen in the thalamus).

**Fig. 4:**
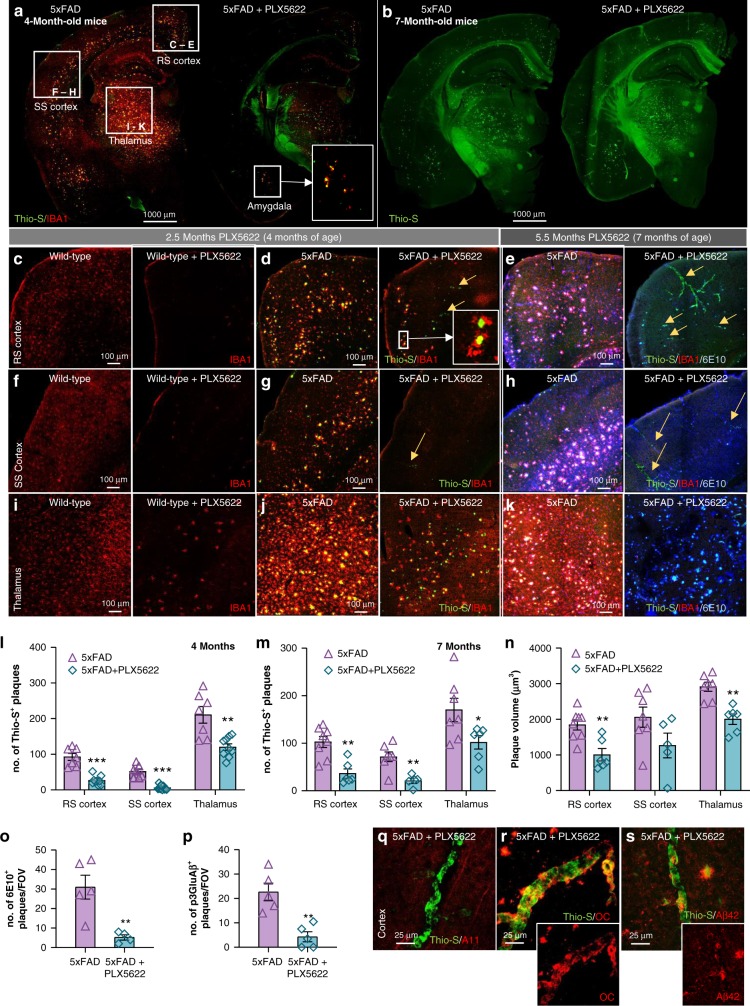
Long-term elimination of microglia in 5xFAD mice reduces plaque number and volume and is accompanied by cerebral amyloid angiopathy (CAA) onset. All analyses listed in respective order for retrosplenial (RS) cortex, somatosensory (SS) cortex, and thalamus. **a** Representative hemisphere stitches of dense-core deposits (Thioflavin-S (Thio-S) in green) and microglia (IBA1 in red). Scale bar = 1000 μm. **b** Representative images of brain hemispheres stained with Thio-S, illustrating the appearance of cerebral amyloid angiopathy (CAA) throughout the cortex of 5xFAD mice devoid of microglia. Scale bar = 1000 μm. **c**–**d**, **f**, **g**, **i**, **j** Confocal images of sections from 10 week treated animals stained for dense-core plaques (Thio-S in green) and immunolabeled for microglia (IBA1 in red). Scale bar = 100 μm. **e**, **h**, **k** Images from 24 week treated animals stained for dense-core plaques (Thio-S in green) and immunolabeled for microglia (IBA1 in red) and diffuse plaques (6E10 in blue). Scale bar = 100 μm. **l**, Quantification of Thio-S plaque number in 4-month-old cohort (*p* < 0.001, *p* < 0.001, p = 0.001). Two-tailed independent *t*-test; *n* = 7 for 5xFAD, *n* = 8 for 5xFAD + PLX5622. **m** Quantification of Thio-S^+^ plaque number in 7-month-old mice (*p* = 0.001, *p* = 0.004, *p* = 0.041). Two-tailed independent *t*-test; *n* = 7–8 for 5xFAD, n = 5–6 for 5xFAD + PLX5622. *N*, Plaque volumes in 7**-**month-old mice (*p* = 0.003, NS, p = 0.007). Two-tailed independent *t*-test; *n* = 7–8 for 5xFAD, *n* = 5–6 for 5xFAD + PLX5622. *O-P*, Quantification of 6E10 (*p* = 0.002) and pyroglutamate-3-modified Aβ (*p* = 0.008) in the cortex of 7-month-old animals. Two-tailed independent *t*-test; *n* = 4–5 for 5xFAD, *n* = 4–5 for 5xFAD + PLX5622. **q**–**s**, 7-month-old PLX5622-treated 5xFAD animals stained for dense core deposits (Thio-S in green) and immunolabeled for oligomeric Aβ (A11), protofibrillar Aβ (OC) and Aβ_1−42_, respectively. Scale bar = 25 μm. Statistical significance is denoted by *p < 0.05, **p < 0.01, and ***p < 0.001. NS, not significant (*p* > 0.10). Error bars indicate SEM

Consistent with the 10-week treated 5xFAD mice, examination of pathology in the 24 week treated mice revealed diminished Thio-S^+^ dense-core plaque numbers in the cortices of the 5xFAD mice devoid of microglia (Fig. 4e, h; quantified in M). In the 10-week treated cohort, we noted the appearance of plaques in areas that exhibited small populations of surviving microglia (RS cortex and thalamus; Fig. 4d, j). With an additional 14 weeks of treatment (*i.e*., 24 weeks treated animals), microglia were eliminated brain wide (Fig. 4e, k), but Thio-S plaques persisted in these areas (*i.e*., the thalamus and RS cortex). Average plaque volumes were ~30–40% smaller, across many brain regions (Fig. 4n), suggesting that microglia contribute to plaque growth in the 5xFAD brain. Thus, even with increased treatment duration to 7 months of age, plaque formation is prevented in the absence of microglia.

Astrocytes surrounding plaques in the cortex of 7-month-old 5xFAD mice appeared activated, as assessed by GFAP immunoreactivity, which usually is absent in the cortex of non-diseased brains (Supplementary Figure 5A–B). In contrast, GFAP expression was sharply reduced in 5xFAD mice devoid of microglia (Supplementary Figure 5A–C). Absolute numbers of astrocytes were not highly affected by pathology or microglial depletion, as measured by S100β^+^ cells (quantified in Supplementary Figure 5D), except for a small increase in the RS cortex in 5xFAD mice. These data suggest that microglia regulate astrocyte reactivity in disease, fully consistent with previous reports^19,20^.

Notably, abundant Thio-S staining was discovered within large cortical blood vessels in the 5xFAD mice devoid of microglia (*i.e*., Fig. 4e, h), indicative of cerebral amyloid angiopathy (CAA). Hemisphere stitches of Thio-S staining show clear vascular pathology in microglia-depleted 5xFAD mice (Fig. 4b). The appearance of CAA occurred only in microglia-depleted 5xFAD mice, as CAA was not observed in untreated 5xFAD mice or in treated wild-type mice. In addition to Thio-S, CAA and plaques stained postiviely for Aβ fibrils, via the conformation specific antibody OC^21^ (Fig. 4r; Supplementary Figure 6C–D) and Aβ42 (Fig. 4s; Supplementary Figure 6E–F), but were negative for Aβ oligomers via A11 antibody^22^ (Fig. 4q; Supplementary Figure 6A–B). Staining for pyroglutamate-3 Aβ, which forms the plaque cores^23^, revealed a sharp reduction in immunoreactivity in PLX5622-treated 5xFAD mice in the cortex (Fig. 4p; Supplementary Figure 6G–H), along with reductions in 6E10^+^ diffuse plaques (Fig. 4o; Supplementary Figure 6G–H). Of note, pyroglutamate-3 immunoreactivity was found in areas of treated 5xFAD mice that exhibited plaque pathology (*i.e*., thalamus; Supplementary Figure 6I–J).

As blood vessel accumulation of Aβ is known to increase the risk of intracranial hemorrhage and hemorrhagic stroke in human brains^24^, we wanted to evaluate whether similar pathology was developing in microglia-depleted 5xFAD animals. Examination for microbleeds in 4- (Supplementary Figure 7A–D) and 7- (Supplementary Figure 7E–H) month cohorts of mice revealed notable iron deposits in the thalamus of four treated 5xFAD mice (2 animals/cohort). While surprising to find strong thalamic microbleeds in a subset of treated 5xFAD mice, transgenic AD animals that develop primarily CAA and exhibit extensive Aβ deposition in thalamic microvasculature also show an increase in thalamic microbleeds^25^, highlighting the susceptibility of this region to develop vascular-related impairments/dysfunction. Immunolabeling for the endothelial tight junction marker, Claudin-5, revealed an increase in Thio-S positive blood vessel diameter (Supplementary Figure 7I–K), consistent with prior data^26^, and reduced intensity of Claudin-5 staining in Aβ-associated blood vessels (Supplementary Figure 7L), suggesting impaired vascular integrity in the presence of Aβ pathology.

The absence of microglia did not significantly alter the levels of Aβ38, Aβ40, or Aβ42, in detergent-soluble or -insoluble cortical and thalamic homogenates in either the 4- or 7- month cohorts (Fig. 5a–h), in line with multiple studies showing that CSF1R inhibition does not affect Aβ production/clearance^10,27,28^. Thus, the absence of microglia modulates the location of Aβ accumulation (*i.e*., parenchyma vs. vasculature) but does not alter the net amounts present.

**Fig. 5:**
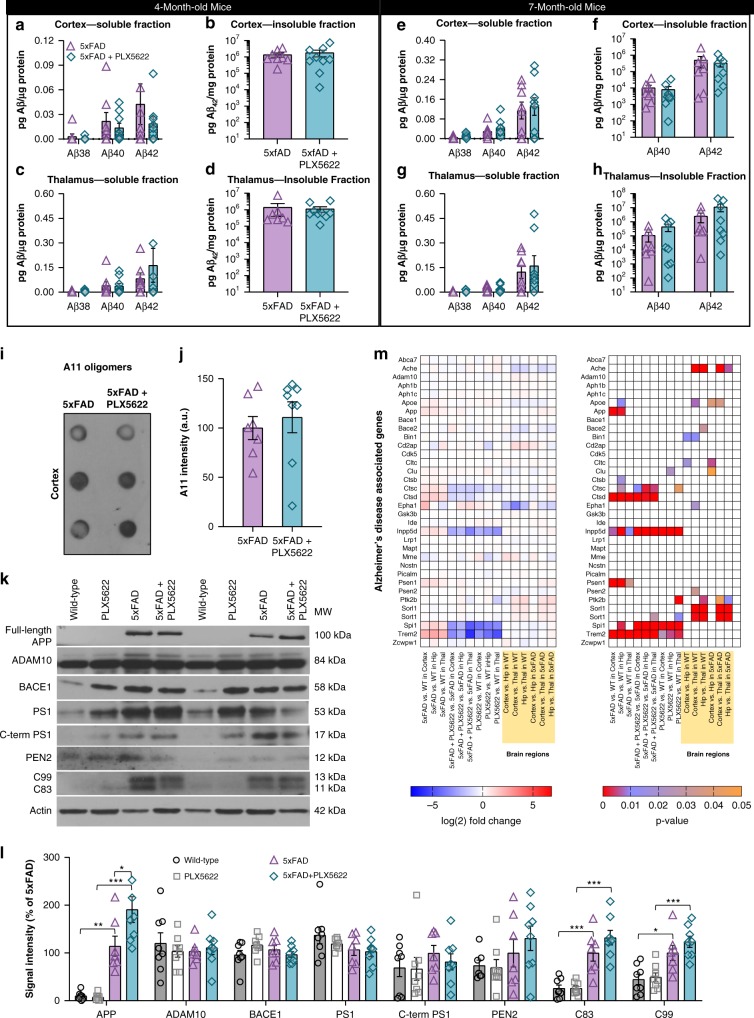
No detectable alterations in Aβ levels or APP processing with microglia elimination in 5xFAD mice. **a**–**h** Aβ levels from cortical (**a**–**b**, **e**–**f**) or thalamic brain homogenates (**c**–**d**, **g**–**h**) from 5xFAD mice treated with vehicle or PLX5622 (1200 ppm in chow) from 1.5 months of age to either 4 (**a**–**d**), or 7 (**e**–**h**) months of age, for both the detergent-soluble and insoluble fractions. In the 4-month-old mice, insoluble Aβ_1–38_ and Aβ_1–40_ were below detection threshold. In the 7-month-old mice, insoluble Aβ levels were plotted on log(10) scale and insoluble Aβ_1–38_ was below detection threshold. Two-tailed independent t-test. For 4-month-old cohort: *n* = 7 for 5xFAD, *n* = 9 for 5xFAD + PLX5622. For 7-month-old cohort: *n* = 7 for 5xFAD, *n* = 8 for 5xFAD + PLX5622. **i**–**j** Cortical homogenates of 7-month-old mice immunoprobed and quantified, respectively, for A11. Two-tailed independent t-test; *n* = 7 for 5xFAD, n = 8 for 5xFAD + PLX5622. Source data are provided as a Source Data file. **k**–**l** Levels of components of the amyloid-precursor protein (APP) processing pathway in cortical homogenates from 7-month-old animals (Full length APP: WT v 5xFAD, *p* = 0.001; PLX5622 v 5xFAD v PLX5622, *p* < 0.001; 5xFAD v 5xFAD + PLX5622; *p* = 0.020. C83: WT v 5xFAD, *p* < 0.001; PLX5622 v 5xFAD v PLX5622, *p* < 0.001. C99: WT v 5xFAD, *p* = 0.015; PLX5622 v 5xFAD v PLX5622 *p* < 0.001). Two-way ANOVA with Tukey’s post hoc test; *n* = 8 for Wild-type, *n* = 8 for PLX5622, *n* = 8 for 5xFAD, *n* = 8 for 5xFAD + PLX5622. Source data are provided as a Source Data file. *M*, Left panel - heatmap of log(2) fold change of genes associated with AD, including APP/Aβ production and metabolism shown for each of the 9 comparisons and the 6 comparisons between brain regions. Right panel – heatmap of the corresponding p-values for each of the comparisons. Log(2) fold change and *p*-values indicated by respective scale bar. *n* = 4 for all groups. Error bars indicate SEM

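App, a transgene of the 5xFAD line, and Ece2, which encodes an Aβ-degrading peptidase, are among the 3 genes called higher in 5xFAD hippocampus out of 24 genes of APP processing and Aβ metabolism. The median log2 fold change of the 24 genes on the log2(RPKM + 0.1) scale was 0.02 (range -0.30 to 0.86), and the same 3 genes passed when adjusted over the list alone. With PLX5622 in 5xFAD hippocampus the median of these genes was also 0.02, and 1 gene, the α-secretase Adam17, was called lower. Adam17 read 3.90 ± 0.433 RPKM against 5.22 ± 0.439 in untreated 5xFAD hippocampus (mean ± SD, n = 4 each; log2 fold change -0.41, SE 0.114, limma adjusted p = 0.0228). Among 32 Alzheimer risk genes, 7 were called higher in 5xFAD hippocampus (12 adjusted over the list alone) and 10 lower with PLX5622 in 5xFAD hippocampus (2 higher and 10 lower adjusted over the list alone). The 10 include Cd33, Abi3 and Ms4a6d, all of which are expressed by myeloid cells. By camera the APP processing genes were not shifted by 5xFAD (adjusted p = 0.133) or by PLX5622 in 5xFAD hippocampus (adjusted p = 0.866), while the risk genes were shifted up (adjusted p = 3.59e-05) and down (adjusted p = 6.95e-06). The call of Adam17 ended when 5xFAD hippocampus r3 (-0.37, limma adjusted p = 0.0803) or 5xFAD + PLX5622 hippocampus r1 (-0.33, limma adjusted p = 0.102) was left out.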

Investigations into oligomeric species of Aβ (via A11 immunoblotting) found no significant changes in protein levels with microglia elimination in 5xFAD mice (Fig. 5i, j). To confirm that APP processing was unchanged with microglia elimination in 5xFAD mice at the protein level, we immunoblotted cortical tissue for various components of the APP processing pathway including APP and its cleavage products, as well as proteins associated with α- (ADAM10), β- (BACE1), and γ- (PEN2 and PS1) secretase activity. We found significant elevations in full-length (fl) APP and Carboxy-terminal fragments of APP (C99 and C83) in 5xFAD mice relative to wild-type (Fig. 5k, l), but observed no reductions in protein levels with PLX5622 treatment in 5xFAD animals. Additionally, gene expression analyses of AD-related genes were performed (Fig. 5m; methods described in greater detail for Figs 8, 9) and we found minimal changes with microglia depletion, other than in microglial expressed genes (*i.e., Trem2*, *Spi1*, *Inpp5d*, and *Ctsd*).

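Spi1, which encodes the myeloid transcription factor PU.1 (chr2:91082374-91115759 on mm10), fell with PLX5622 in 5xFAD cortex by a log2 fold change of -2.64 on the log2(RPKM + 0.1) scale and in thalamus by -3.96 (SE 0.402, n = 4 each; limma adjusted p = 2.29e-05 and 6.01e-09). Inpp5d, the gene of a lipid phosphatase in myeloid signaling, read 1.02 ± 0.228 RPKM in treated 5xFAD cortex against 5.29 ± 1.16 in untreated (mean ± SD; -2.27, SE 0.221, limma adjusted p = 2.21e-09). It also fell, by -1.85 in hippocampus and -3.22 in thalamus (limma adjusted p = 2.4e-07 and 7.18e-13). Ctsd, the lysosomal protease cathepsin D, fell from 256 ± 61.1 to 116 ± 9.74 RPKM in cortex and from 272 ± 42.4 to 120 ± 6.56 in thalamus (limma adjusted p = 2.56e-05 and 1.14e-05). Of 56 AD-related genes tested, treatment lowered 10 in 5xFAD cortex, 11 in hippocampus and 11 in thalamus by limma at adjusted p < 0.05, with 16, 18 and 18 at unadjusted p < 0.05 and 0 higher in any region. Cd33, Abi3, Grn and Trem2 are in all 3 sets. Of the 41 AD-related genes that treatment did not lower in wild-type brain, PLX5622 in 5xFAD moved 1, 2 and 1 in cortex, hippocampus and thalamus, and 37, 40 and 38 stayed within a log2 fold change of 0.5. Bace1, the β-secretase gene, had log2 fold changes of 0.05, 0.05 and -0.05 with treatment (SE 0.061, limma adjusted p of at least 0.772). The Spi1 value in hippocampus was -1.86 (limma adjusted p = 0.00271), and with a pseudocount of 0.01 its call was lost (-2.00, limma adjusted p = 0.168). A p over the threshold is not evidence of no effect.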

### Microglial plaque compaction ameliorates neuritic dystrophy

Upon examining caudal brain regions, we found some IBA1^+^ cells present within the subiculum and associated white matter tracts in the otherwise microglia-devoid 5xFAD animals (mice treated through 1.5–7 months of age; Fig. 6a, b). While PLX5622 treatment reduced myeloid cell numbers in the subiculum (77% reduction; Fig. 6e), we observed a tight spatial association between surviving cells and Thio-S plaques (Fig. 6b, d), similar to that seen in the thalamus of the 10-week treated 5xFAD mice (Fig. 4j). In fact, plaques were predominantly observed in the immediate vicinity of surviving IBA1^+^ cells – within the subiculum and associated white matter tract – while the cortex contained only vascular Thio-S^+^ deposits, in stark contrast to untreated 5xFAD mice (Fig. 6a vs. b). Quantification of Thio-S^+^ subicular plaques revealed a 33% decrease in plaque number (Fig. 6f) with PLX5622 treatment in 5xFAD mice. Importantly, these results highlight a clear relationship between microglia/myeloid cells and the appearance of plaques, suggesting a role of microglia/myeloid cells in facilitating plaque formation, and emphasizes that few cells are required for this process to occur.

**Fig. 6:**
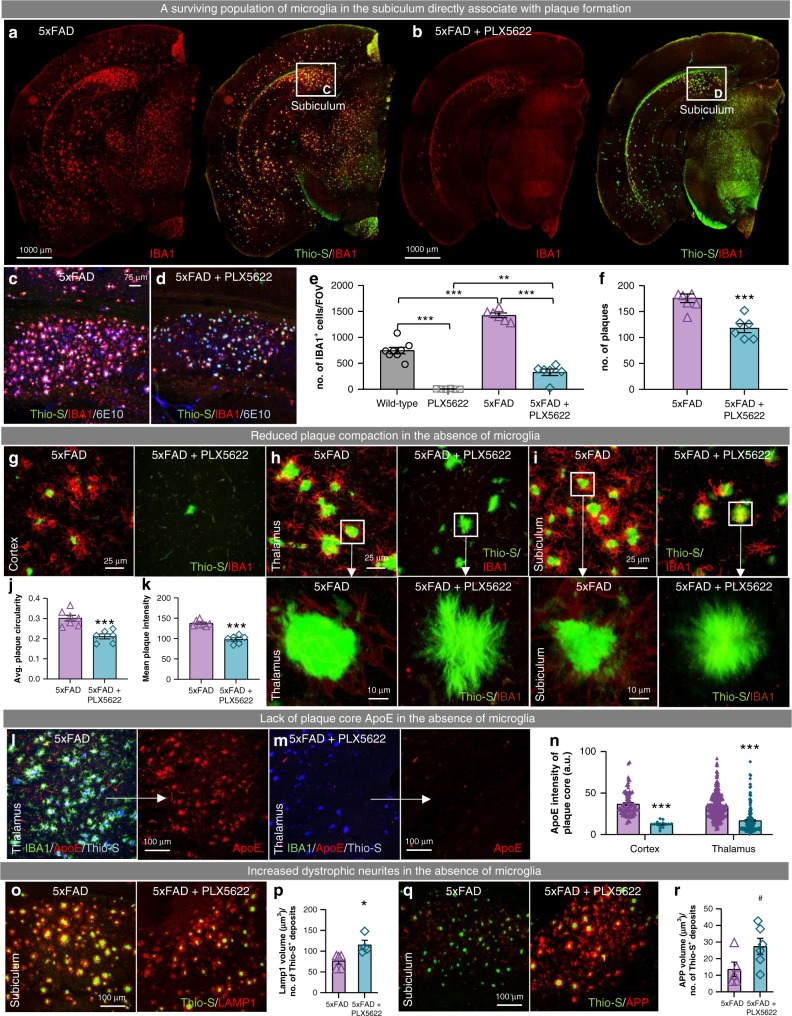
Microglia facilitate plaque formation and compaction. **a**, **b**, Representative hemisphere stitches of 5xFAD and 5xFAD + PLX5622 mice stained for dense-core plaques (Thio-S in green) and immunolabeled for microglia (IBA1 in red). Scale bar = 1000 μm. **c**, **d** Confocal images of subicula stained with Thio-S for dense core plaques (green) and immunolabeled with IBA1 for microglia (red) and 6E10 for diffuse plaques (blue). Scale bar = 75 μm. **e** Quantification of IBA1^+^ cells in the subiculum (WT v 5xFAD, *p* < 0.001; WT v PLX5622, *p* < 0.001; PLX5622 v. 5xfAD + PLX5622, p = 0.002; 5xFAD v 5xFAD + PLX5622, p < 0.001). Two-way ANOVA with Tukey’s post hoc test; *n* = 7 for Wild-type, *n* = 6 for PLX5622, *n* = 6 for 5xFAD, *n* = 6 for 5xFAD + PLX5622. **f**, Plaque number within the subiculum is reduced by 33% in 5xFAD + PLX5622 mice compared to 5xFAD animals (p < 0.001). Two-tailed independent t-test; n = 6 for 5xFAD, *n* = 6 for 5xFAD + PLX5622. **g**–**i** Confocal images of dense-core plaques (Thio**-**S in green) and microglia (IBA1 in red) in the cortex, thalamus, and subiculum, respectively, of both 5xFAD groups showing an alteration in plaque morphology with CSF1R inhibitor treatment. Scale bar = 25 μm. Arrows point to zoomed images of dense-core plaques. Scale bar = 10 μm. **j**, **k**, Quantification of plaque circularity (**j**; 5xFAD v 5xFAD + PLX5622, *p* < 0.001) and Thio-S fluorescence intensity (**k**; 5xFAD v 5xFAD + PLX5622, p < 0.001). Two-tailed independent *t*-test; *n* = 6–7 for 5xFAD, *n* = 6 for 5xFAD + PLX5622. **l**–**m** Representative images from 7-month-old cohort immunolabled for ApoE (in red) and microglia (IBA1 in green) and stained for dense-core deposits (Thio-S in blue). Scale bar = 100 μm. **n** Quantification of ApoE immunoreactivity in plaque cores (cortex: p < 0.001; thalamus: *p* < 0.001). Two-tailed independent *t*-test; *n* = 7–10 for 5xFAD, *n* = 7 for 5xFAD + PLX5622. **o**–**r**, Immunolabeling and quantification of LAMP1 (**o**, **p**; *p* = 0.020) and APP (**q**, **r**; *p* = 0.068). Two-tailed independent *t*-test; *n* = 5 for 5xFAD, *n* = 4–5 for 5xFAD + PLX5622. Scale bar = 100 μm. Statistical significance is denoted by *p < 0.05, **p < 0.01, and ***p < 0.001. Statistical trends are denoted by ^#^*p* < 0.10. Error bars indicate SEM

Structural examination of the plaques that had formed in PLX5622-treated 5xFAD mice (treated through 1.5–7 months of age), presumably due to the presence of surviving microglia at the time of their formation, revealed morphological differences compared to plaques formed and maintained in the presence of microglia (Fig. 6g–i). These plaques displayed an irregular shape with structured filaments radiating out from a central fissure/point and lacked the homogenous staining intensity of plaques in microglia-intact 5xFAD mice. As such, both plaque circularity (Fig. 6j) and mean Thio-S intensities (Fig. 6k) were reduced in the 5xFAD mice devoid of microglia. These features were common to all areas explored, including in the subiculum, where some IBA1^+^ cells were still present, suggesting that some threshold density of microglial cells may be required for full plaque compaction/restructuring.

Focusing on plaque structure, we next evaluated the presence of ApoE within plaque cores – previous reports describe the coaggregation of ApoE with Aβ fibrils in both plaques and vascular pathology^29,30^. Consistent with this, ApoE immunoreactivity was apparent within dense core plaques, but also in cellular processes surrounding the cores (Fig. 6l). Colocalization with the microglia/myeloid marker IBA1 revealed that these ApoE positive processes were indeed microglia (Fig. 6l), confirming that plaque-associated microglia are a source of ApoE^30^. Examination of ApoE immunoreactivity in microglia-devoid 5xFAD mice showed that the ApoE^+^ microglial processes surrounding dense core plaques were absent, as expected, but also the plaque cores themselves lacked ApoE staining (Fig. 6m). We quantified ApoE immunoreactivity in Thio-S dense core plaques in the cortex and thalamus, revealing a ~50–70% reduction in core ApoE (Fig. 6n). Thus, microglia surrounding plaques are a major source of plaque-associated ApoE, supporting recent findings^30,31^.

Dystrophic neurites are found in a halo around fibrillar plaques and are characterized by the accumulation of LAMP1 and APP^32–34^. To evaluate the role of microglia in regulating the growth of dystrophic neurites, we stained for LAMP1 (Fig. 6o) and APP (Fig. 6q) and found that the absence of microglia enhanced the dystrophic neurite halo area (Fig. 6p, r). These results are consistent with prior studies showing that microglia form a physical barrier around plaques and compact Aβ into dense deposits, protecting against local neurite damage^35–37^.

### Alternative CSF1R inhibitor confirms diminished plaque load

Given the striking effects of PLX5622 treatment/microglial depletion on reducing plaque formation, we wanted to confirm the results with alternative CSF1R inhibitor paradigms. We established that PLX3397 formulated at 600 ppm in chow could achieve robust brain-wide microglial elimination ( > 99%)^38^, and thus, treated 1.5-month-old 5xFAD mice with this formulation until 5 months of age (Fig. 7a). Again, examination of the brains of these treated mice showed minimal plaque pathology and the appearance of CAA (Fig. 7c, d – zoomed image of CAA in D). We further examined the role of peripheral CSF1R inhibition on AD pathology by treating 1.5-month-old 5xFAD mice until 5 months of age with PLX3397 (75 ppm) chow (Fig. 7a) – a formulation that provides robust peripheral CSF1R inhibition without microglial elimination^17^. This lower dose achieved brain levels of ~1 μM, compared to ~10 μM with the higher dose (Fig. 7b), and accordingly, microglia numbers were unchanged relative to untreated animals (Fig. 7e–i). With 75 ppm PLX3397, no reductions in plaque load or appearance of CAA were detected in treated 5xFAD animals compared to controls (Fig. 7f, h, j–k). Thus, peripheral CSF1R inhibition or simply the presence of CSF1R inhibitor within the CNS do not attribute to the reductions in plaque pathology and more complete microglial elimination is necessary to perturb plaque formation processes.

**Fig. 7:**
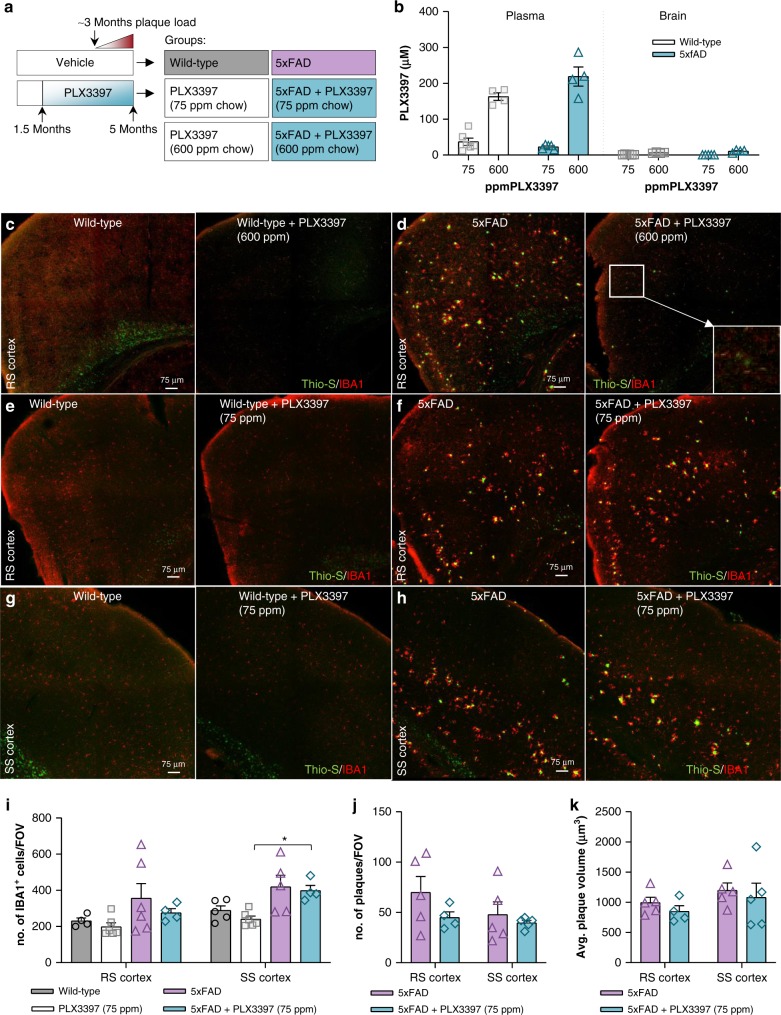
Administration of an analogous CSF1R inhibitor, PLX3397 (75 ppm and 600 ppm), to 5xFAD mice. **a** Experimental design. **b** Terminal PK of wild-type and 5xFAD groups treated with PLX3397. **c**, **d** Confocal images of tissue stained for dense-core plaques (Thio-S in green) and immunolabeled for microglia (IBA1 in red) in 600 ppm PLX3397-treated and control mice. Scale bar = 75 μm. **e**–**h** Sections of the retrosplenial (RS) and somatosensory (SS) cortex, respectively, stained for dense-core plaques (Thio-S in green) and immunolabeled for microglia (IBA1 in red) in mice treated with control or 75 ppm PLX3397. Scale bar = 75 μm. **i** Quantification of IBA1^+^ cell number in the RS and SS cortex. (SS Cortex: PLX5622 v 5xFAD + PLX5622, *p* = 0.045) Two-way ANOVA with Tukey’s post hoc test; *n* = 4 for Wild-type, *n* = 6 for PLX3397, *n* = 6 for 5xFAD, *n* = 4 for 5xFAD + PLX3397. **j**–**k**, Quantification of cortical plaque number and volume, respectively, revealing no change in these measures with 75 ppm PLX3397 treatment in 5xFAD mice. Two-tailed independent *t*-test; *n* = 4–5 for 5xFAD, *n* = 4–5 for 5xFAD + PLX3397. Statistical significance is denoted by *p < 0.05. Statistical trends are denoted by ^#^*p* < 0.10. Error bars indicate SEM

### Gene expression analyses across three brain regions

Given the prolonged absence of microglia throughout the adult life of CSF1R-inhibitor-treated wild-type and 5xFAD mice, the stark reduction in plaque formation in the absence of microglia, and the differences in pathology deposition and microglial number in various brain regions (*i.e*., no plaques but CAA in cortex, plaques but no microglia in thalamus and hippocampus/subiculum), we explored alterations in regional gene expression (mice treated through 1.5–7 months of age). To that end, brains were microdissected into cortical, hippocampal, and thalamic + striatal regions. RNA was extracted, and subsequently analyzed by RNA-seq (*n* = 4/group; Principle Component Analyses shown in Supplementary Figure 8).

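RNA of 48 libraries was read, 4 for each of 4 groups (Wild-type, PLX5622, 5xFAD and 5xFAD + PLX5622) in cortex, hippocampus and thalamus, where the Methods describe the last as thalamic and striatal tissue and the deposited labels name thalamus alone. PLX5622, an inhibitor of the receptor Csf1r that microglia need to survive, was given in chow at 1200 ppm, starting at 1.5 months and ending at 7 months. Region accounted for 75.2% of the first principal component of log2(RPKM + 0.1), which held 29.9% of the variance. The third component held 10.2%, group accounted for 83.8% of it, and over the 48 libraries it followed the mean of 30 homeostatic microglia genes, Tmem119 and P2ry12 among them, at r = 0.86. In hippocampus alone the first component held 21.7% of the variance and followed dentate gyrus genes at r = 0.88 and cortical neuron genes at r = 0.87, without regard to sign. The Methods give KAPA RNA HyperPrep libraries with RiboErase from 100 to 600 ng of RNA, and the deposited sample records give Trizol extraction and a TruSeq kit with 1 µg. The authors aligned 50 bp single reads to mm10 with STAR, counted them with featureCounts and deposited the values as RPKM. Whole reads recovered from those values gave 6.8 M to 15.59 M reads per library (median 11 M). In simulated hippocampal data of this size, limma at adjusted p < 0.05 called 59.7% of genes shifted 1.5-fold, 83.6% of genes shifted 2-fold and 98.5% of genes shifted 4-fold. Because 15 comparisons were adjusted together, 31.5% of the genes it called in that simulation had no shift, against 2% with each comparison adjusted by itself. Noise was simulated for each gene by itself, so these rates do not cover differences that many genes share between libraries. In the real data, another split of the 5xFAD and wild-type hippocampal libraries called 354 genes.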

Extensive microgliosis across all brain regions in 5xFAD mice: To assess the global effects of pathology on gene expression, we compiled a list of genes significantly changed (using raw p-values) in all 3 brain regions in 5xFAD vs. wild-type mice (Fig. 8a). 

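Cst7, which encodes the protease inhibitor cystatin F (chr2:150570415-150578944 on mm10), rose in 5xFAD cortex to 17.7 ± 7.63 RPKM from 0.391 ± 0.344 in wild type (mean ± SD, n = 4 each), a log2 fold change of 5.32 on the log2(RPKM + 0.1) scale (SE 0.619, limma adjusted p = 1.34e-07). In hippocampus it rose to 24.8 ± 8.31 from 0.198 ± 0.169 RPKM, and in thalamus to 15.7 ± 5.09 from 0.527 ± 0.854 (6.46 and 5.51, limma adjusted p = 1.49e-09 and 6.23e-08). Itgax, the gene of the integrin chain CD11c that marks activated microglia, rose by 3.68, 4.19 and 3.40 in cortex, hippocampus and thalamus (SE 0.34, limma adjusted p = 6.2e-10, 3.29e-11 and 4.17e-09). For both genes no 5xFAD library overlapped a wild-type one. Unadjusted limma p was under 0.05 for 680 genes in cortex, 1971 in hippocampus and 459 in thalamus. Of these, 132 genes passed in all 3 regions, where 2.4 would be expected if the regions were independent. Their mean log2 fold change was 1.23 in cortex, 1.42 in hippocampus and 1.06 in thalamus. The regions may come from the same animals, which the sample records do not state, so the expected number is a lower bound.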

All common genes were upregulated and the vast majority are microglia-associated, reflecting the microgliosis occurring in 5xFAD mice. 

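Cd68, a lysosomal protein of phagocytes, is among the shared genes and rose in 5xFAD hippocampus from 4.71 ± 0.162 to 22.1 ± 3.40 RPKM (mean ± SD, n = 4 each; log2 fold change 2.19 on the log2(RPKM + 0.1) scale, SE 0.262, limma adjusted p = 2.39e-07). Every shared gene was higher in 5xFAD in all 3 regions, 0 were lower and 0 mixed. From lists fixed beforehand, 8 of the shared genes are homeostatic microglia genes and 17 are disease-associated microglia genes, a state of microglia near plaques. PLX5622 lowered 108 of the shared genes in at least 1 region of 5xFAD brain and 84 in all 3 regions, and in wild-type brain it lowered 69 in at least 1 region. The 24 that it was not called to lower in either genotype include App and Thy1 of the transgenes, the astrocyte gene Gfap and the complement gene C4b. Cd9, Ctsb, Ctsl, Gpnmb and Ch25h of the disease-associated microglia list are also among them. Gfap rose in 5xFAD hippocampus from 48.7 ± 17.7 to 154 ± 36.4 RPKM (1.73, SE 0.321, limma adjusted p = 0.00044) and C4b from 6.91 ± 2.31 to 27.0 ± 4.67 (2.01, SE 0.361, limma adjusted p = 0.000275). In camera the 29 disease-associated genes were shifted up in cortex, hippocampus and thalamus (medians 0.76, 1.05 and 0.95), and with an estimated correlation the adjusted p was 1.21e-06, 1.79e-05 and 3.64e-06. Of the 29, limma called 16, 21 and 12 higher (22, 23 and 20 adjusted over the list alone).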

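Irf8, a transcription factor gene of microglia, rose in 5xFAD hippocampus to 5.33 ± 1.25 RPKM from 1.64 ± 0.349 in wild type (mean ± SD, n = 4 each). That is a log2 fold change of 1.64 on the log2(RPKM + 0.1) scale (SE 0.315, limma adjusted p = 0.000683). Irf8 rose by 1.23 in cortex (3.26 ± 0.842 against 1.33 ± 0.371 RPKM) and by 1.07 in thalamus (3.50 ± 0.236 against 1.62 ± 0.191), with limma adjusted p = 0.0131 and 0.0371. The Irf8 call ended in cortex without 5xFAD cortex r3 (1.09, limma adjusted p = 0.0544) and in thalamus without wild-type thalamus r3 (1.01, limma adjusted p = 0.0926). With each comparison adjusted by itself Irf8 was called in neither (limma adjusted p = 0.0862 and 0.459). Over 30 homeostatic microglia genes fixed beforehand, the mean log2 fold change in 5xFAD was 0.81 in cortex, 1.07 in hippocampus and 0.74 in thalamus (medians 0.67, 0.95 and 0.66), and all 30 genes were above 0 in each region. By limma 5, 9 and 3 of the 30 were called higher (8, 13 and 7 adjusted over the list alone). Camera called the list higher in each region (adjusted p = 2.97e-19, 1.6e-19 and 2.74e-19), with adjusted p = 0.0368, 0.0431 and 0.0506 with an estimated correlation, the last over the threshold. RNA levels in tissue rise both with cell number and with expression per cell, and bulk values do not part the 2.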

The elevation levels averaged 1-fold-change higher across all homeostatic microglial genes, consistent with the observed increase in microglial numbers (Fig. 3f). 

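Tmem119, a membrane protein gene specific to microglia in brain, read 0.410 ± 0.0821 RPKM in treated 5xFAD cortex against 8.75 ± 1.67 in untreated (mean ± SD, n = 4 each). The log2 fold change was -4.12 on the log2(RPKM + 0.1) scale (SE 0.403, limma adjusted p = 2.42e-09). In 5xFAD hippocampus Tmem119 fell by -2.95 and in thalamus by -4.13, and in wild-type cortex, hippocampus and thalamus by -3.60, -3.75 and -4.13 (limma adjusted p of 3.32e-06 or less in each). P2ry12, the purine receptor of resting microglia, fell by -4.09, -2.55 and -4.88 in the 3 regions of 5xFAD brain (SE 0.374) and by -4.51, -4.27 and -4.66 in wild-type brain. Of 30 homeostatic microglia genes fixed beforehand, limma called 28, 24 and 29 lower in treated 5xFAD cortex, hippocampus and thalamus (30, 29 and 30 adjusted over the list alone), with medians of -3.66, -2.30 and -4.87. In wild-type brain it called 28, 27 and 27 lower (29, 28 and 29 adjusted over the list alone), with medians of -4.08, -4.04 and -4.25. The list was called lower by camera in all 6 comparisons, and with an estimated correlation the adjusted p ran from 6.3e-09 in wild-type cortex to 0.000222 in 5xFAD hippocampus.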

Consistent with these genes being predominantly expressed by microglia, their expression was markedly reduced with treatment in either 5xFAD or wild-type mice. We selected a subset of homeostatic microglial genes (*Csf1r*, *Cx3cr1*, *C1qa*, *Hexb*, *Siglech*, and *Spi1*) and displayed the expression (RPKM) values for each of the brain regions (Fig. 8b). 

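Csf1r, the receptor that PLX5622 blocks (chr18:61105572-61131139 on mm10), read 30.6 ± 4.90 RPKM in 5xFAD cortex against 18.7 ± 0.399 in wild type (mean ± SD, n = 4 each). It read 37.3 ± 3.45 against 19.2 ± 0.912 in hippocampus and 30.4 ± 2.45 against 20.7 ± 0.808 in thalamus. Cx3cr1, the fractalkine receptor, read 17.7 ± 1.65 against 11.0 ± 1.21 in cortex, 20.8 ± 2.67 against 10.7 ± 0.999 in hippocampus and 16.7 ± 1.27 against 11.2 ± 0.813 in thalamus. C1qa, a chain of the complement starter C1q, read 66.2 ± 3.89 against 20.3 ± 2.43 in hippocampus, Siglech 6.28 ± 0.646 against 3.78 ± 0.405 and Spi1 3.28 ± 0.495 against 1.39 ± 0.240. In hippocampus no 5xFAD library overlapped a wild-type one for any of these 5 genes, which gives each the smallest exact two-sided permutation p that 4 against 4 allows, 0.0286. Limma over all 48 libraries called none of the 5. It gave log2 fold changes on the log2(RPKM + 0.1) scale of 0.95 for Csf1r, 0.95 for Cx3cr1, 1.70 for C1qa, 0.72 for Siglech and 1.18 for Spi1 in hippocampus (adjusted p = 0.432, 0.314, 0.222, 0.255 and 0.0838). Its error is pooled with the treated libraries, where near-zero values scatter on the log scale (SE 0.56 for Csf1r and 0.749 for C1qa).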

The expression of these genes was nearly undetectable from PLX5622-treated mice, highlighting their specific expression by microglia and the specificity of PLX5622 on microglial survival. 

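Siglech, a microglial lectin gene, was left at 0.741 ± 1.17% of its untreated level in the thalamus of treated 5xFAD mice (mean ± SD, n = 4), 4 reads over 4 libraries against 568. In treated wild-type mice it was left at 1.58 ± 2.25% in cortex, 0.918 ± 1.16% in hippocampus and 0.910 ± 1.12% in thalamus. Csf1r was left at 5.14 ± 1.36% in 5xFAD cortex, 18.5 ± 11.0% in hippocampus and 1.42 ± 0.993% in thalamus, and at 2.78 ± 4.53%, 3.19 ± 2.45% and 3.50 ± 5.72% in wild-type brain. Single libraries raise these means: without PLX5622 cortex r1 Csf1r was left at 0.52% and Siglech at 0.511%, without PLX5622 hippocampus r1 at 1.99% and 0.418%, and without PLX5622 thalamus r1 at 0.647% and 0.453%. Without 5xFAD + PLX5622 thalamus r3 Csf1r was left at 0.944%, Siglech at 0.166% and C1qa at 1.38%. Cx3cr1 was left at 4.00 ± 1.64%, 17.6 ± 10.4% and 1.69 ± 1.05% in treated 5xFAD brain, and C1qa at 7.73 ± 1.50%, 23.9 ± 15.3% and 2.45 ± 2.19%. Each of these genes fell in each region of each genotype with no overlap between treated and untreated libraries (exact two-sided permutation p = 0.0286, n = 4 against 4). The depth of these libraries allows a fall of Siglech to 0.5% in 5xFAD thalamus to be seen with 3 reads, and of Spi1 to 1.6%. The authors state from these levels that microglia express the genes specifically and that PLX5622 acts on microglial survival.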

Of note, the expression of homeostatic microglial genes was higher in the 5xFAD + PLX5622 hippocampus than other microdissected brain regions (or wild-type mice), reflecting the population of surviving microglia identified in the subiculum (Fig. 6d). 

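Csf1r read 6.88 ± 4.09 RPKM in the hippocampus of treated 5xFAD mice against 0.432 ± 0.302 in their thalamus (mean ± SD, n = 4 each). That is a log2 fold change of 3.68 on the log2(RPKM + 0.1) scale (SE 0.56, limma adjusted p = 2.62e-06). Siglech, Cx3cr1 and C1qa were higher than in thalamus by 2.58, 3.22 and 3.69 (limma adjusted p = 1.12e-07, 1.57e-06 and 0.000204). Over cortex, Cx3cr1 was higher by 2.12 and Siglech by 1.51 (limma adjusted p = 0.00582 and 0.00525), and C1qa read 15.8 ± 10.1 against 3.60 ± 0.700 RPKM (1.92, limma adjusted p = 0.106). Of 30 homeostatic microglia genes fixed beforehand, 15 were higher than in cortex and 24 higher than in thalamus (23 and 25 adjusted over the list alone). Medians were 1.45 and 2.56 (camera adjusted p = 3.08e-14 and 1.29e-15, adjusted p = 0.166 and 0.101 with an estimated correlation). Against untreated wild-type hippocampus the same list was lower in treated 5xFAD hippocampus (median -0.88, 11 genes lower, 20 adjusted over the list alone). Against treated wild-type hippocampus it was higher (median 2.46, 22 genes higher, 26 adjusted over the list alone). The homeostatic score of the 4 treated 5xFAD hippocampi ran from -0.65 to 1.04. Hippocampus r3 and r4 of this group carry liver transcripts such as Alb, 634 and 112 RPKM against at most 39.4 in any other library. Without both the cortex difference was 2.16 for Cx3cr1 and 1.35 for Siglech (limma adjusted p = 0.126 and 0.171). With a pseudocount of 0.01 the cortex difference was 2.27 for Cx3cr1 and 1.86 for Siglech (limma adjusted p = 0.0573 and 0.143). The authors state that the higher hippocampal level reflects the microglia they saw surviving in the subiculum, a part of hippocampus that bulk RNA does not separate.

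**Figure D1:**
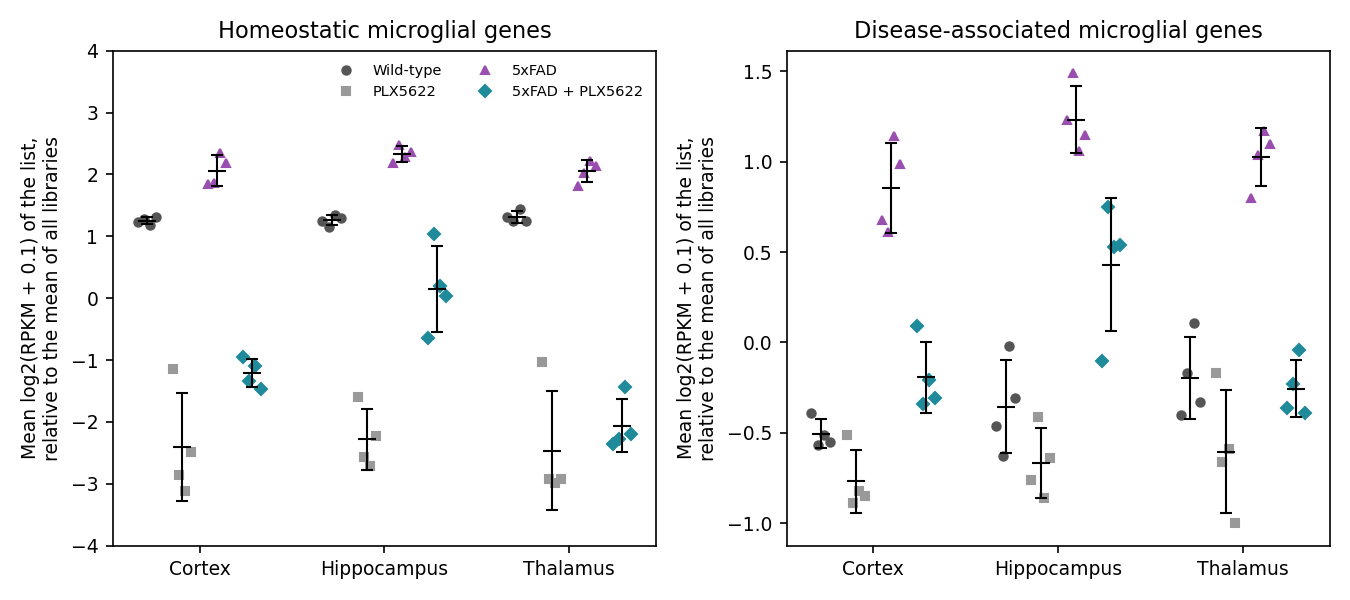
Score of 30 homeostatic microglia genes per library (mean of log2(RPKM + 0.1) against the mean of all libraries), 4 per group and region. Treated 5xFAD hippocampus stands at 0.15 ± 0.69, cortex at -1.21 ± 0.23 and thalamus at -2.06 ± 0.43 (mean ± SD).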

Next, we sought to characterize the gene expression profile of the surviving, plaque-forming microglia in treated 5xFAD animals. 

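Genes that rose with 5xFAD and fell with PLX5622 numbered 86 of 114 in cortex, 137 of 246 in hippocampus and 54 of 65 in thalamus, by limma at adjusted p < 0.05 in both comparisons. Hcar2, a receptor gene of activated macrophages, is one of them in hippocampus and read 0.0113 ± 0.0226 RPKM in wild type, 0.955 ± 0.537 in 5xFAD and 0.198 ± 0.167 in treated 5xFAD (mean ± SD, n = 4 each). Its log2 fold changes on the log2(RPKM + 0.1) scale were 3.14 and -1.92 (SE 0.354, limma adjusted p = 6.75e-08 and 0.000395). Mean RPKM in wild type was under 1 for 46, 60 and 32 of the genes with both changes. Since the untreated 5xFAD libraries enter both comparisons, their chance deviations push a gene up in the first and down in the other.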

To that end, we searched for genes upregulated in 5xFAD brains that were subsequently downregulated with PLX5622 treatment (to select for microglia-expressed genes) but not present in wild-type brains. We identified expression of *Ccl6*, *Clec7a*, *Cst7*, *Ctsd*, *Ctsz*, and *Itgax* as main genes that follow this expression pattern (Fig. 8c), as well as *Asb10, B2m, Ccl3*, *Ch25h*, *Gpr65*, *Grn*, *Hcar2*, *Hexa*, *Ly9*, *Lyz2, Oasl2*, *Pdcd1, Plcg2*, and *Treml2*. 

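Ctsz, which encodes the lysosomal protease cathepsin Z, rose in 5xFAD hippocampus from 17.5 ± 3.84 to 42.9 ± 8.15 RPKM and read 20.7 ± 3.67 with PLX5622 (mean ± SD, n = 4 each). These are log2 fold changes of 1.29 and -1.05 on the log2(RPKM + 0.1) scale (SE 0.151, limma adjusted p = 1.5e-07 and 9.1e-06). Hexa, a lysosomal hexosaminidase gene, rose from 20.5 ± 2.38 to 33.7 ± 3.11 RPKM and read 21.7 ± 2.44 with treatment (0.72 and -0.63, SE 0.091, limma adjusted p = 7.56e-07 and 8.62e-06). Itgax fell with treatment by -3.23 in 5xFAD cortex, -2.55 in hippocampus and -3.66 in thalamus (limma adjusted p = 1.33e-08, 2.05e-06 and 6.94e-10). Of the 20 genes, limma called 19 higher in 5xFAD cortex, 20 in hippocampus and 16 in thalamus (20, 20 and 18 adjusted over the list alone), with medians of 1.69, 1.77 and 1.25. With PLX5622 in 5xFAD it called 19, 17 and 18 lower (19, 19 and 18 adjusted over the list alone), with medians of -1.68, -1.50 and -1.54. The 3 not called lower in hippocampus are Cst7 (-1.83, limma adjusted p = 0.0803), Ccl3 (-1.79, limma adjusted p = 0.103) and Ch25h (-0.79, limma adjusted p = 0.418). In wild-type brain PLX5622 lowered 3, 2 and 2 of the 20. The study chose these genes on these samples, so their direction is not independent evidence.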

Notably, several of these genes are known markers of disease-associated microglia^39^ (DAM). 

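Ccl6, a chemokine gene of macrophages, read 1.60 ± 0.934 RPKM in the hippocampus of treated 5xFAD mice, 0.497 ± 0.226 in their cortex and 0.143 ± 0.174 in their thalamus (mean ± SD, n = 4 each). The hippocampal level was above thalamus by a log2 fold change of 2.92 on the log2(RPKM + 0.1) scale (SE 0.42, limma adjusted p = 9.82e-07). Clec7a, the β-glucan receptor dectin-1, read 1.19 ± 0.987, 0.269 ± 0.186 and 0.180 ± 0.194 RPKM in the same 3 regions. It was above thalamus by 2.17 (SE 0.559, limma adjusted p = 0.00293) and at 1.61 over cortex (limma adjusted p = 0.0649). Cst7 read 7.87 ± 4.57, 1.59 ± 0.923 and 0.327 ± 0.280 RPKM, above thalamus by 4.19 (limma adjusted p = 1.59e-06). Over cortex the log2 fold change was 1.38 for Ccl6 and 2.14 for Cst7 (limma adjusted p = 0.0351 and 0.0273), and neither call outlasts leaving out 1 library. Without 5xFAD + PLX5622 hippocampus r2 they were 1.07 and 1.82 (limma adjusted p = 0.14 and 0.0927). Treated hippocampus kept 22.6 ± 13.2% of untreated Ccl6, 20.8 ± 17.3% of Clec7a and 31.7 ± 18.4% of Cst7, and the spread of the 4 mice is wide for all 3 genes.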

Consistent with our expectations, we detected expression of many of these genes (*i.e., Ccl6*, *Clec7a*, and *Cst7*) in PLX5622-treated 5xFAD hippocampi (but not cortex or thalamus), reflecting the population of surviving microglia in this region (see images of subicula in Fig. 6c–d, which are included in microdissected hippocampi) and providing a gene expression signature of plaque-forming/associated microglia.

**Fig. 8:**
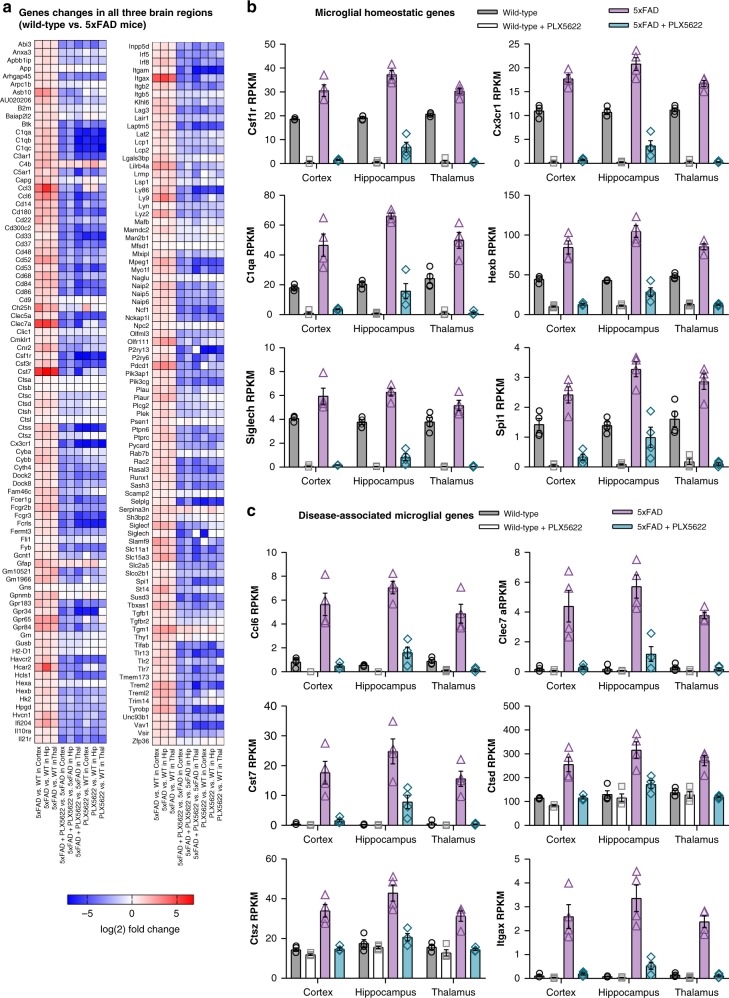
Remaining plaque-forming microglia in the microdissected hippocampus exhibit a DAM expression profile. **a** All gene expression changes where *p* < 0.05 for Wild-type (WT) vs. 5xFAD in all three brain regions shown as Log(2) fold change for each gene, for the 9 relevant comparisons (5xFAD vs. WT in cortex, hippocampus, or thalamus, 5xFAD + PLX5622 vs. 5xFAD in cortex, hippocampus, or thalamus, and WT + PLX5622 vs. WT in cortex, hippocampus, or thalamus). **b** RPKM values shown for a subset of the homeostatic microglial genes from (**a**), including *Csf1r*, *Cx3cr1*, *C1qa*, *Hexb*, *Siglech*, and *Spi1*. **c** RPKM values shown for a subset of the disease-associated microglial genes from (**a**), including *Ccl6*, *Clec7a*, *Cst7*, *Ctsd*, *Ctsz*, and *Itgax*. RPKM values for all genes/brain regions can be found at [https://rnaseq.mind.uci.edu/green/ad_plx/gene_search.php]. *n* = 4 per group for all analyses. Error bars indicate SEM

Microglial depletion prevents the downregulation of synaptic genes in the hippocampus: We compared the number of differentially expressed genes (adjusted *p*-values < 0.05) induced by AD pathology in each of the three microdissected brain regions (*i.e*., wild-type vs. 5xFAD) and found that the hippocampus was most impacted (413 genes), while both cortex and thalamus exhibited fewer changes in gene expression (141 and 107 genes respectively; Fig. 9a). 

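In 5xFAD hippocampus 246 genes rose and 67 fell against wild type, in cortex 114 rose and 3 fell, and in thalamus 65 rose and 1 fell, by limma on log2(RPKM + 0.1) at adjusted p < 0.05 over 15 comparisons together (n = 4 each). Mpeg1, the gene of the macrophage pore protein perforin-2, is higher in all 3 regions, with log2 fold changes of 1.69 in cortex, 2.26 in hippocampus and 1.52 in thalamus. With each comparison adjusted by itself the totals were 137 genes in hippocampus, 48 in cortex and 24 in thalamus. With voom weights on the recovered reads the totals were 391, 132 and 101. Without 5xFAD hippocampus r3 the hippocampal total was 198 (178 higher and 20 lower), and without 5xFAD thalamus r3 the thalamic total was 40. The same 8 libraries were regrouped in all other ways with 4 and 4. The highest total was then 78 in cortex, 354 in hippocampus and 1856 in thalamus, so the real total ranked first in cortex only. For higher genes alone the real count ranked first in cortex and hippocampus, where other splits reached at most 47 and 183. First of 35 splits is the highest rank possible, and the many counts asked were not adjusted for their number. The regions were also compared directly, and no gene had a 5xFAD effect that differed between regions in limma at adjusted p < 0.05. Unadjusted limma p was under 0.05 for 595, 1340 and 386 genes for hippocampus minus cortex, hippocampus minus thalamus and cortex minus thalamus.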

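Thy1, whose promoter drives the 5xFAD transgenes (chr9:44043384-44048579 on mm10), rose in 5xFAD cortex from 284 ± 20.9 to 890 ± 225 RPKM (mean ± SD, n = 4 each). That is a log2 fold change of 1.62 on the log2(RPKM + 0.1) scale (SE 0.198, limma adjusted p = 3.71e-07). It rose by 1.51 in hippocampus and 0.94 in thalamus (limma adjusted p = 1.44e-06 and 0.00196). App, the precursor of Aβ (chr16:84952666-85175255), rose in cortex from 493 ± 26.2 to 835 ± 145 RPKM (0.75, SE 0.137, limma adjusted p = 0.000408). In hippocampus it rose from 478 ± 34.2 to 774 ± 194 (0.67, limma adjusted p = 0.00159). In thalamus App read 626 ± 44.0 against 483 ± 31.1 RPKM (0.37, limma adjusted p = 0.118). Fitted on hippocampal libraries alone the App call was lost (limma adjusted p = 0.16), and on thalamic libraries alone App was called (limma adjusted p = 0.0282). With PLX5622 neither Thy1 nor App was called in 5xFAD brain, and the largest differences were in hippocampus, 0.63 for Thy1 and 0.38 for App (limma adjusted p = 0.0522 and 0.116). The human coding parts were read against mouse genes, so each value sums mouse and transgene RNA.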

Transgene expression in 5xFAD mice (consisting of *App*, *Psen1*, and *Thy1*) was increased by ~2-fold over endogenous expression across brain regions (Fig. 9b) and was not impacted by treatment, consistent with the protein expression data (Fig. 5k, l). 

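The 246 genes that rose in 5xFAD hippocampus, Cd68 and Irf8 among them, had a median log2 fold change of 1.05 there. In 5xFAD cortex and thalamus the same genes had medians of 0.66 and 0.44, with 90 and 55 of them called higher by limma. With PLX5622 in 5xFAD hippocampus their median was -0.87, and 221 of the 246 were below 0. With PLX5622 in wild-type hippocampus their median was -0.12, with 74 called lower and 13 higher. The 67 genes that fell in 5xFAD hippocampus, Etv1 and Efr3a among them, had a median of -0.54 there, -0.07 in 5xFAD cortex and 0.01 in thalamus. Limma called 0 of them lower in either, with 0 and 6 at unadjusted p < 0.05. With PLX5622 in 5xFAD hippocampus the median of these 67 was 0.34, and with PLX5622 in wild-type hippocampus it was -0.26 with 13 called lower. The genes were picked on the first of these comparisons, which makes its medians larger than a fresh sample would give.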

Initially focusing on the 413 gene expression changes in the hippocampus induced by pathology, we plotted a heat map of the log(2) fold change for each of the 9 relevant comparisons (5xFAD vs. wild-type, 5xFAD + PLX5622 vs. 5xFAD, and PLX5622 vs. wild-type, each for cortex, hippocampus, and thalamus; Fig. 9c). The hippocampus displayed a unique gene expression profile relative to the cortex and thalamus and included a unique subset of downregulated genes. 

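Efr3a, a plasma membrane protein gene that places a lipid kinase, fell in 5xFAD hippocampus from 49.7 ± 4.28 to 30.1 ± 7.29 RPKM (mean ± SD, n = 4 each). The log2 fold change was -0.75 on the log2(RPKM + 0.1) scale (SE 0.165, limma adjusted p = 0.00333), and in thalamus Efr3a read 29.8 ± 7.23 against 29.1 ± 6.37 (limma adjusted p = 0.968). Of the genes that rose, 48 did so in all 3 regions, where 0.0071 would be expected if the regions were independent. Hippocampus shares 90 higher genes with cortex (1.76 expected) and 55 with thalamus (1 expected), and 149 genes were called higher in hippocampus alone, 21 in cortex alone and 7 in thalamus alone. None of the lower genes is shared between regions. Striatal marker genes such as Drd2 and Tac1 stood higher in 5xFAD hippocampus than in wild type (14 genes, median log2 fold change 1.14, 0 called by limma, 0 adjusted over the list alone; camera adjusted p = 2.54e-05, adjusted p = 0.386 with an estimated correlation). Thalamic marker genes stood higher by a median of 0.74 (12 genes, camera adjusted p = 0.000259, adjusted p = 0.372 with an estimated correlation). A gene called in 1 region and not in another is not shown to differ between them, and for these genes limma called no difference between regions.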

Of note, only 1 downregulated gene was identified in the cortex and none were detected in the thalamus. Furthermore, all gene expression changes (either upregulated or downregulated) appeared to be fully reversed in the hippocampus of treated 5xFAD mice, with fold-changes in 5xFAD + PLX5622 vs. 5xFAD hippocampus being equal and opposite to those induced in the 5xFAD mice (highlighted by red border). 

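Upp1, a uridine phosphorylase gene, is the gene that fell in 5xFAD thalamus, from 0.759 ± 0.124 to 0.304 ± 0.0958 RPKM (mean ± SD, n = 4 each; log2 fold change -1.11 on the log2(RPKM + 0.1) scale, SE 0.307, limma adjusted p = 0.0247). The 3 that fell in cortex are AA415398 (3.72 ± 0.431 to 2.50 ± 0.532 RPKM; -0.57, limma adjusted p = 0.0475), Gm15466 (-2.00, limma adjusted p = 0.0203) and Akr1b8 (-1.55, limma adjusted p = 0.0484). Gm15466 read 1.17 ± 0.879 and Akr1b8 0.499 ± 0.368 RPKM in wild type, and for both the 5xFAD libraries overlap the wild-type ones. The AA415398 value was -0.48 (limma adjusted p = 0.158) without 5xFAD cortex r1. With each comparison adjusted by itself, limma called 0 genes lower in cortex and 0 in thalamus (121 and 102 lower at unadjusted p < 0.05).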

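B2m, the light chain of class I antigen presentation, rose in 5xFAD hippocampus from 67.0 ± 14.3 to 124 ± 28.5 RPKM and read 71.7 ± 11.0 with PLX5622 (mean ± SD, n = 4 each). The log2 fold changes were 0.89 and -0.78 on the log2(RPKM + 0.1) scale (SE 0.157, limma adjusted p = 0.000244 and 0.00124). Ctsd rose from 130 ± 30.9 to 317 ± 67.8 RPKM and read 172 ± 31.7 with treatment (1.28 and -0.87, SE 0.171, limma adjusted p = 2.1e-06 and 0.000877). Of the 246 genes higher in 5xFAD hippocampus, treatment lowered 137 and raised 2, and of the 67 lower genes it raised 10 and lowered 0, by limma at adjusted p < 0.05. Treated libraries stood closer to wild type than untreated 5xFAD for 213 of the higher genes and 63 of the lower ones. A median of 82.7% of the change was undone for the higher genes (quartiles 52.3 and 123.9%) and 67.3% for the lower ones (50 and 79.6%). The slope of the treatment effect on the 5xFAD effect was -0.75 over the higher genes and -0.69 over the lower ones. Both effects share the untreated 5xFAD libraries. Data simulated with no effect of 5xFAD or of treatment therefore gave slopes of -0.52 (-0.57 to -0.41) and -0.51 (-0.71 to -0.38). A 5xFAD effect without a treatment effect was not simulated. With 2 of the untreated libraries used for each effect the slopes were -0.49 (-0.61 to -0.19 over 6 pairings) and -0.14 (-0.19 to -0.05). There the 5xFAD effect came from the pair that called the genes, which selection makes larger. In the other pair the median 5xFAD effect, averaged over pairings, was 0.89 for the higher genes and -0.29 for the lower ones. Treatment effects against that same pair were -0.76 and 0.13. Against treated wild-type hippocampus, the 246 genes had a median of 0.48 in treated 5xFAD hippocampus and 63 were called higher.

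**Figure D2:**
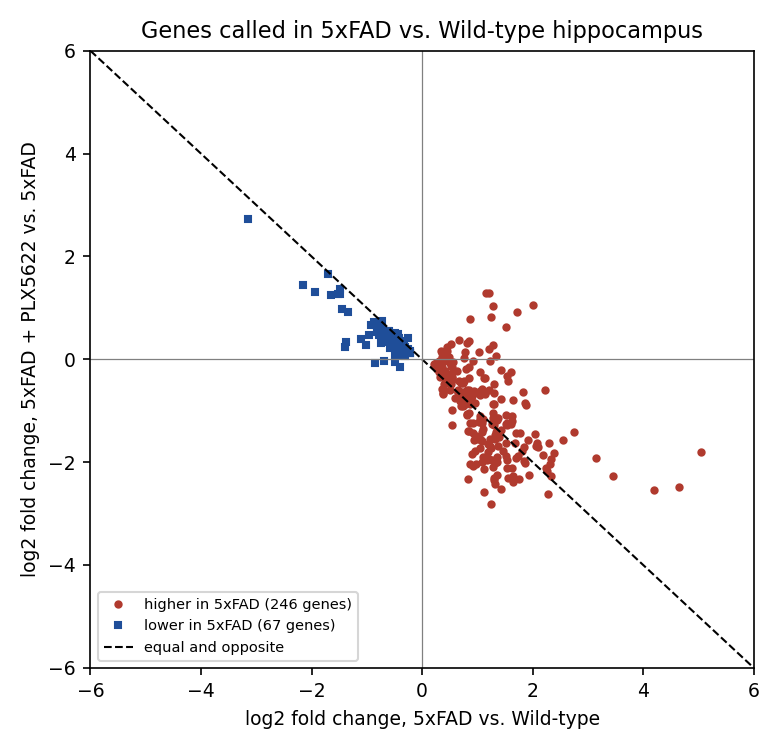
Log2 fold change with PLX5622 in 5xFAD hippocampus against log2 fold change with 5xFAD, for 246 genes higher and 67 lower in 5xFAD hippocampus. Slopes are -0.75 and -0.69, and -0.52 and -0.51 in simulated data with no effect of 5xFAD or of treatment.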

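Etv1, a transcription factor gene of projection neurons, fell in 5xFAD hippocampus from 16.5 ± 4.48 to 8.40 ± 2.26 RPKM (mean ± SD, n = 4 each). The log2 fold change was -0.96 on the log2(RPKM + 0.1) scale (SE 0.229, limma adjusted p = 0.00755). It is 1 of 67 genes lower in 5xFAD hippocampus by limma at adjusted p < 0.05, and with hippocampus adjusted by itself 12 genes were lower. Single libraries carry much of this set: without 5xFAD hippocampus r3 20 genes were lower, without wild-type hippocampus r3 or r4 44 and 35, and without 5xFAD hippocampus r4 103. Markers of striatum stood high in 5xFAD hippocampus r3 and r4 and not in r1 or r2. With the striatal score in the model the median of the 67 genes was -0.48 in place of -0.54, and 26 of them were called.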

Of the 413 identified genes, 77 were downregulated in the 5xFAD hippocampus (Fig. 9c, and individual genes plotted in D). 

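Kcnq3, a subunit of the neuronal M-current channel (chr15:65986374-66286636 on mm10), fell in 5xFAD hippocampus from 42.2 ± 7.42 to 26.3 ± 2.28 RPKM (mean ± SD, n = 4 each). The log2 fold change was -0.67 on the log2(RPKM + 0.1) scale (SE 0.167, limma adjusted p = 0.0107). Nrg3, a ligand of the receptor ErbB4 at synapses (chr14:38365102-39473235), fell from 24.2 ± 2.89 to 15.8 ± 2.76 RPKM (-0.62, SE 0.15, limma adjusted p = 0.00799). Dync1i1, a dynein chain of axonal transport, fell from 41.2 ± 1.51 to 33.4 ± 4.43 (-0.31, SE 0.083, limma adjusted p = 0.0182), and Dlk2 from 12.2 ± 0.739 to 8.92 ± 0.635 (-0.45, SE 0.13, limma adjusted p = 0.0335). Of 15 genes the study picked as plasticity genes, 13 were lower (15 adjusted over the list alone; camera adjusted p = 4.23e-20), which is not independent evidence because they were picked on these samples. Among lists fixed beforehand, 4 of 36 presynaptic genes were called lower, Cadps, Unc13b and Cadps2 among them (1 higher and 5 lower adjusted over the list alone), and 0 of 40 genes of glutamate receptors and the postsynaptic density (0 adjusted over the list alone). Left out singly, 1 library ended the calls of Kcnq3 (wild-type hippocampus r2, -0.57, limma adjusted p = 0.0505), Dync1i1 (5xFAD hippocampus r3, -0.21, limma adjusted p = 0.144) and Dlk2 (5xFAD hippocampus r3, -0.42, limma adjusted p = 0.0874). With the library of the lowest dentate gyrus score left out of each hippocampal group, the call of Nrg3 ended (-0.52, limma adjusted p = 0.0703).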

Notably, these transcripts were primarily synaptic and neuronal in nature, including genes such as *Dlk2*, *Dync1l1*, *Gls*, *Kcnq3, Nrg3*, and *Scn1b*. 

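Rnf217, a ubiquitin ligase gene, read 4.78 ± 0.450 RPKM in 5xFAD hippocampus and 6.73 ± 0.525 with PLX5622 (mean ± SD, n = 4 each). It rose by a log2 fold change of 0.49 on the log2(RPKM + 0.1) scale (SE 0.116, limma adjusted p = 0.00745). Dynll1, the light chain of dynein, rose with treatment from 27.4 ± 1.01 to 36.7 ± 3.68 RPKM (0.42, SE 0.078, limma adjusted p = 0.000495). Kcnq3 read 38.5 ± 6.62, Dlk2 11.6 ± 2.97 and Dync1i1 39.2 ± 2.67 RPKM in treated 5xFAD hippocampus, and none was called against untreated 5xFAD (limma adjusted p = 0.0517, 0.142 and 0.0936). Of the 67 genes lower in 5xFAD hippocampus, 63 were above 0 with treatment, 10 were called higher by limma and 45 had unadjusted p < 0.05. Against untreated wild type, treated 5xFAD hippocampus had a median of -0.16 over the 67, with 62 below 0 and 2 called lower. PLX5622 in wild-type hippocampus also lowered Kcnq3 (-0.62, limma adjusted p = 0.0192), and against treated wild type the 67 genes had a median of 0.04 in treated 5xFAD hippocampus with 30 below 0. The experiment compares hippocampi with plaques, with and without PLX5622, against hippocampi without plaques, and the paper proposes that microglia may harm plasticity in 5xFAD hippocampus because neuronal genes that fall with plaques do not fall with PLX5622. Striatal marker genes, which stood high in untreated 5xFAD hippocampus r3 and r4 and not in r1 or r2, had a median of -0.95 with treatment (camera adjusted p = 0.000525, adjusted p = 0.511 with an estimated correlation).

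**Figure D3:**
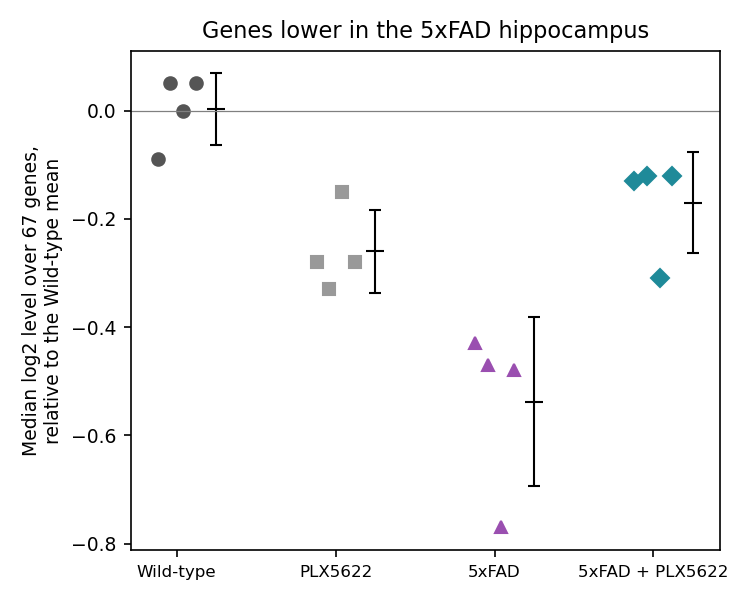
Median log2 difference from the wild-type mean over the 67 genes lower in 5xFAD hippocampus, 1 point per library. The 5xFAD libraries stand at -0.43, -0.47, -0.77 and -0.48 and the treated 5xFAD ones at -0.13, -0.12, -0.31 and -0.12.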

In the absence of microglia, this disease-associated downregulation of neuronal and synaptic genes was prevented (Fig. 9e), highlighting the detrimental role microglia may have on hippocampal plasticity in the 5xFAD brain. 

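Usp18 of the interferon response, and B2m and H2-D1 of antigen presentation, are among the list members with the smallest p in hippocampus. Usp18, which restrains interferon signaling, read 1.22 ± 0.458 RPKM in 5xFAD hippocampus and 0.286 ± 0.0637 with PLX5622 (mean ± SD, n = 4 each). It fell by a log2 fold change of -1.73 on the log2(RPKM + 0.1) scale (SE 0.312, limma adjusted p = 0.000305). In 5xFAD against wild type, 5 of 14 antigen presentation genes (12 adjusted over the list alone), 5 of 21 interferon genes (11 adjusted over the list alone), 3 of 15 complement genes (4 adjusted over the list alone) and 14 of 31 lysosome genes (20 adjusted over the list alone) were called higher by limma. Their medians were 0.90, 0.73, 0.82 and 0.38, and camera called all 4 lists higher (adjusted p = 1.18e-13, 6.75e-12, 3.35e-07 and 9.3e-26, adjusted p = 0.0172, 0.0432, 0.0563 and 0.00642 with an estimated correlation). With PLX5622 in 5xFAD the medians were -0.77, -0.64, -0.71 and -0.25, with 5, 6, 4 and 11 genes called lower (13, 9, 7 and 15 lower, and 3 complement genes higher, adjusted over the list alone). Camera called each of the 4 lower (adjusted p = 2.02e-13, 5.15e-10, 0.00334 and 2.82e-16, adjusted p = 0.0169, 0.0666, 0.374 and 0.0311 with an estimated correlation). C4b and Serpina3n of reactive astrocytes did not fall with treatment, at 1.06 (limma adjusted p = 0.0814) and 1.30 (limma adjusted p = 0.0265), and the Serpina3n value without 5xFAD + PLX5622 hippocampus r4 was 1.05 (limma adjusted p = 0.116). Treated 5xFAD hippocampus r3 and r4, which carry liver transcripts, enter these values and those of the 3 complement genes. Without both, limma called 0 of 21 reactive astrocyte genes higher and 1 lower with treatment (median 0.10, camera adjusted p = 0.485). The lists were fixed from published markers and are not the gene sets of the paper.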

Enrichment analyses of the hippocampus revealed an upregulation in immune function-associated pathways in 5xFAD vs. wild-type, and accordingly, these pathways were all highly significantly downregulated with PLX5622 treatment (Fig. 9f). Analyses of downregulated pathways in 5xFAD vs. wild-type hippocampi revealed that the most highly significant pathways were related to neuronal functioning, such as glutamate receptors, synaptic vesicles, and neuronal membranes (Fig. 9f). 

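Cadps, which primes synaptic vesicles, read 64.3 ± 9.65 RPKM in 5xFAD hippocampus against 75.9 ± 4.95 in wild type (mean ± SD, n = 4 each). The log2 fold change was -0.25 on the log2(RPKM + 0.1) scale (SE 0.072, limma adjusted p = 0.0311), and -0.14 (limma adjusted p = 0.255) without 5xFAD hippocampus r3. Over 40 genes of glutamate receptors and the postsynaptic density, such as Shank1 and Gria2, the median was -0.18 (camera adjusted p = 0.0012, adjusted p = 0.177 with an estimated correlation), and limma called 0 of them at adjusted p < 0.05. The 36 presynaptic and synaptic vesicle genes also had a median of -0.18 (camera adjusted p = 9.06e-07, adjusted p = 0.132 with an estimated correlation). Immediate early genes of active neurons had a median of -0.34 with only Vgf called lower (1 adjusted over the list alone; camera adjusted p = 0.0048, adjusted p = 0.494 with an estimated correlation). GABAergic neuron genes had a median of -0.29 (0 called, 2 lower adjusted over the list alone; camera adjusted p = 0.15). In camera the glutamate and presynaptic lists were not shifted by 5xFAD in cortex (adjusted p = 0.316 and 0.257) or in thalamus (adjusted p = 0.17 and 0.83).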

Importantly, many of these pathways were upregulated – or more accurately, never downregulated – with the absence of microglia (Fig. 9f), indicating that microglia influence neuronal gene expression pathways in response to AD pathology. To confirm these gene expression results, we measured gene expression levels from wild-type, PLX5622, 5xFAD, and 5xFAD + PLX5622 hippocampal RNA using a Nanostring Neuropathology panel. Accordingly, overlapping microglia genes were increased and neuronal genes decreased in 5xFAD mice compared to wild-type mice, which did not occur with PLX5622 treatment (Supplementary Figure 9).

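Glutamate receptor and postsynaptic genes, Grin2a and Cnih2 among those with the smallest p, had a median log2 fold change of 0.20 on the log2(RPKM + 0.1) scale with PLX5622 in 5xFAD hippocampus (n = 4 each). Of the 40, 30 were above 0 and 0 called by limma (0 adjusted over the list alone). Presynaptic genes had the same median, 29 of 36 above 0, with 0 called higher and Unc13c, a vesicle priming gene, called lower (0 adjusted over the list alone). Camera called both lists higher with treatment (adjusted p = 0.00104 and 0.00177), with adjusted p = 0.181 and 0.441 with an estimated correlation. Against wild-type hippocampus the treated 5xFAD libraries had medians of 0.03 and -0.07 for the 2 lists (camera adjusted p = 0.807 and 0.135). Pan-neuronal genes such as Stmn2 and Syn1 moved with them, at a median of 0.21 with treatment (0 called by limma, 2 higher adjusted over the list alone; camera adjusted p = 0.0256, adjusted p = 0.461 with an estimated correlation). The comparison sets the fall of neuronal lists with plaques beside their level with PLX5622, and from it the paper concludes that microglia influence neuronal gene expression in the response to pathology. The paper also measured hippocampal RNA on a Nanostring panel in support, which is not among the files read here.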

**Fig. 9:**
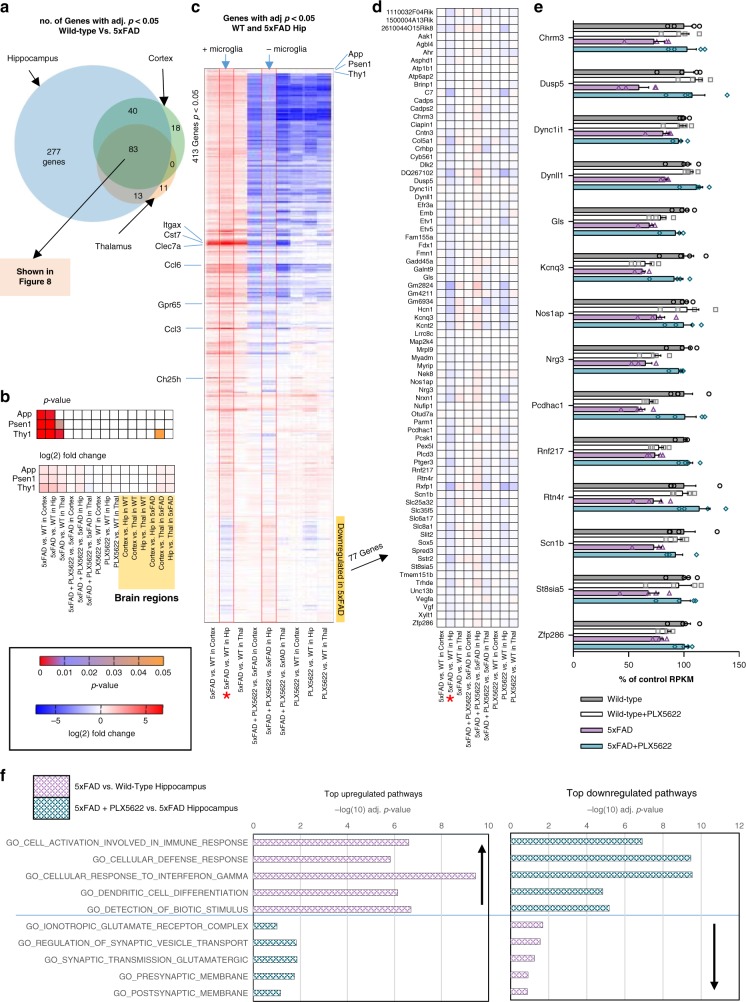
Microglia mediate downregulation of neuronal/plasticity genes in the hippocampus in response to AD pathology. **a** Venn diagram showing the number of differentially expressed genes (adjusted (adj.) *p* < 0.05) for cortex, hippocampus, and thalamus for wild-type (WT) vs. 5xFAD mice. **b** Heatmap of the adj. p-value and log(2) fold change for all 9 comparison groups (5xFAD vs. WT in cortex, hippocampus, or thalamus, 5xFAD + PLX5622 vs. 5xFAD in cortex, hippocampus, or thalamus, and WT + PLX5622 vs. WT in cortex, hippocampus, or thalamus), as well as 3 comparisons between brain regions for both WT and 5xFAD mice, for the transgene components in 5xFAD mice (*App*, *Psen1*, *Thy1*). **c** Heatmap of all 413 gene expression differences identified in the hippocampus for wild-type vs. 5xFAD, expressed as log (2) fold change, and all 9 comparison groups included. Hippocampus for 5xFAD vs. WT and 5xFAD + PLX5622 vs. 5xFAD highlighted by red border, showing that most significant gene expression changes induced by pathology do not occur in the absence of microglia. **d** Downregulated genes in the hippocampus from (**a**), displayed as a heatmap of log(2) fold change differences for all 9 comparisons, showing that the same genes are not downregulated in the absence of microglia (5xFAD + PLX5622 vs. 5xFAD Hip). **e** RPKM values plotted on a log(2) scale for a subset of plasticity genes from (**d**). **f** Five significantly upregulated and downregulated pathways for 5xFAD vs. wild-type hippocampus (red), along with respective -log(10) *p*-values plotted: most upregulated pathways are related to immune function, while downregulated pathways are mainly associated with neuronal and synaptic activity. The same pathways are displayed for the comparison between 5xFAD + PLX5622 vs. 5xFAD hippocampus (yellow), showing that the absence of microglia prevents the upregulation of immune pathways and the downregulation of synaptic pathways. Expression difference denoted by *. Log(2) fold change and *p*-values indicated by respective scale bar. *n* = 4 per group for all analyses. Error bars indicate SEM

Neither modulation of AD pathology nor microglial number grossly alter AD-related gene expression: Although we confirmed that the absence of microglia/treatment with PLX5622 did not alter the amount of Aβ produced, we wanted to explore the impact of pathology and microglia on genes associated with APP processing, Aβ clearance and metabolism, and AD in general (Fig. 5m). The only significant changes in gene expression in 5xFAD mice compared to wild-type were the upregulation of the transgenes (*App* and *Psen1;* as expected due to overexpression), and *Apoe*, all of which were not altered by the absence of microglia, and the downregulation of myeloid-expressed *Trem2*, *Ctsb*, *Ctsc*, and *Ctsd* in the absence of microglia, as expected. 

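Apoe, a lipid carrier of astrocytes and microglia (chr7:19696244-19701310 on mm10), rose in 5xFAD hippocampus from 593 ± 85.1 to 847 ± 93.1 RPKM (mean ± SD, n = 4 each). The log2 fold change was 0.52 on the log2(RPKM + 0.1) scale (SE 0.132, limma adjusted p = 0.0122), and Apoe read 784 ± 174 with PLX5622 (-0.13, limma adjusted p = 0.73). In cortex Apoe read 623 ± 48.1 against 504 ± 31.0 (limma adjusted p = 0.211) and in thalamus 857 ± 157 against 737 ± 74.3 (limma adjusted p = 0.494). Trem2, a microglial lipid receptor (chr17:48346401-48352276), rose in 5xFAD hippocampus from 4.88 ± 0.679 to 25.6 ± 7.29 RPKM (2.34, SE 0.532, limma adjusted p = 0.00461). It fell with treatment by -3.28 in cortex and -5.58 in thalamus (limma adjusted p = 6.4e-05 and 1.39e-09). In hippocampus Trem2 read 5.99 ± 4.09 RPKM with treatment (-2.26, limma adjusted p = 0.00625). Ctsc, which activates serine proteases of immune cells, fell with treatment in cortex from 3.51 ± 0.729 to 1.23 ± 0.310 RPKM (-1.45, SE 0.334, limma adjusted p = 0.00539). Ctsb, a lysosomal protease of many cell types, read 91.0 ± 4.07 against 106 ± 6.71 RPKM in cortex (-0.21, limma adjusted p = 0.108), and -0.13 and -0.20 in hippocampus and thalamus (limma adjusted p = 0.414 and 0.138). Grn, the progranulin gene, also rose in all 3 regions of 5xFAD brain, by 0.70, 0.82 and 0.67 (SE 0.133, limma adjusted p = 0.0006, 6.19e-05 and 0.000948). The Apoe call ended without 5xFAD hippocampus r2 (0.45, limma adjusted p = 0.0591) and the Trem2 calls in hippocampus with a pseudocount of 0.01 (2.36 and -2.29, limma adjusted p = 0.0738 and 0.0859).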

Comparisons of changes in expression between brain regions showed regional differences in *Ache*, *Apoe*, *Ptk2b*, *Sorl1*, and *Sort1*. Thus, both AD pathology and the absence of microglia have minimal effects on AD-related genes, and importantly, we observe no alterations in gene expression or protein production in the absence of microglia that could account for reduced plaque formation.

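Ache, the acetylcholinesterase gene of cholinergic synapses, read 41.8 ± 8.81 RPKM in wild-type thalamus, 19.2 ± 0.892 in hippocampus and 17.9 ± 2.94 in cortex (mean ± SD, n = 4 each). On the log2(RPKM + 0.1) scale hippocampus was below thalamus by -1.10 and cortex by -1.21 (SE 0.154, limma adjusted p = 5.56e-06 and 8.31e-07). Sorl1, a sorting receptor of APP, read 74.1 ± 3.83 RPKM in wild-type hippocampus and 70.0 ± 7.35 in cortex against 48.1 ± 2.55 in thalamus (0.62 and 0.54, SE 0.088, limma adjusted p = 6.69e-06 and 8.01e-05). Sort1, the sortilin gene, read 112 ± 7.70 and 107 ± 5.41 RPKM in hippocampus and cortex, above thalamus too (0.43 and 0.37, SE 0.07, limma adjusted p = 5.93e-05 and 0.000501). Wild-type cortex was below thalamus for Apoe by -0.55 (limma adjusted p = 0.00815). Ptk2b, a kinase gene of forebrain neurons, read 157 ± 18.5 RPKM in wild-type hippocampus against 82.4 ± 33.3 in thalamus (1.02, SE 0.234, limma adjusted p = 0.00493). Without wild-type thalamus r3 the difference was 0.75 (limma adjusted p = 0.0515). Ece2, an endothelin-converting enzyme gene, was lower in wild-type hippocampus and cortex than in thalamus, by -1.22 and -1.18 (limma adjusted p = 1.84e-06 and 3.62e-06). The thalamic dissection holds striatal tissue, so these differences are between dissections and not nuclei.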

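Of 56 AD-related genes, limma called 5 higher in 5xFAD cortex, 10 in hippocampus and 4 in thalamus, and 0 lower in any region, with 12, 20 and 10 of the 56 at unadjusted p < 0.05. Trem2, Ctsd and Grn are in the sets of all 3 regions, cortex adds App, and hippocampus adds App, Apoe, Ctsb, Ece2, Inpp5d and Plcg2. Fitted on hippocampal libraries alone 4 of the 56 were called higher there, and with each comparison adjusted by itself 2 in thalamus. PLX5622 in wild-type brain lowered 9 in cortex, 6 in hippocampus and 11 in thalamus, Celf1, Ptk2b, Slc24a4 and Sort1 among the last. In that thalamic comparison 13 of 14 striatal genes were below 0 (median -1.21, camera adjusted p = 0.00127, adjusted p = 0.613 with an estimated correlation). With the striatal score in the model, chosen after the values were seen, 7 AD-related genes were lower, and with thalamus fitted alone 6. It raised Clu, a secreted chaperone of astrocytes, in hippocampus from 296 ± 38.7 to 392 ± 33.0 RPKM (mean ± SD, n = 4 each; log2 fold change 0.41 on the log2(RPKM + 0.1) scale, SE 0.112, limma adjusted p = 0.0225). Psen2, of the γ-secretase complex, had log2 fold changes of 0.02, 0.22 and 0.03 with PLX5622 in 5xFAD cortex, hippocampus and thalamus (SE 0.113, limma adjusted p of at least 0.345). The paper reports no significant change of Aβ levels in cortex and thalamus, or of Aβ oligomers in cortex, without microglia. It also reports AD genes that barely move in 5xFAD or with PLX5622, and immunoblots of APP processing. From these together it concludes that neither RNA nor protein changes account for the lower plaque load. The blots are not among the files read here, and with n = 4 a shift under 1.5-fold is often missed.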

### Microglial repopulation seeds plaques

While microglia can be indefinitely depleted via the continued administration of CSF1R inhibitors, the microglial compartment can also be repopulated upon CSF1R inhibitor withdrawal^17,40,41^. To further prove that microglia are responsible for plaque formation, we sought to examine the effects of microglial repopulation in 5xFAD mice after 10 weeks of PLX5622 treatment. We treated a cohort of 1.5-month-old 5xFAD mice with PLX5622 (1200 ppm in chow) to eliminate microglia until 4 months of age, then CSF1R inhibitor-formulated chow was removed to stimulate microglial repopulation and the brains were examined one month later (Fig. 10a). Microglia repopulated all areas of the brain in both wild-type and 5xFAD mice (Fig. 10b), although overall densities were lower than the untreated mice in cortical regions (Fig. 10c, d; quantified in F). As demonstrated previously, untreated 5xFAD mice exhibit cortical plaques at 4 months of age, but 5xFAD mice devoid of microglia show reduced plaque formation (Fig. 4d, g, l). Furthermore, from our extended cohort of 5xFAD mice devoid of microglia, we know that plaque formation is severely diminished in treated 5xFAD animals, even by 7 months of age (Fig. 4e, h, m). However, examination of microglia-repopulated 5xFAD brains revealed the appearance of robust plaque pathology (Fig. 10d) with plaque numbers being equal to the untreated 5xFAD mice (Fig. 10g), although average plaque volumes were smaller (Fig. 10h). Notably, vascular pathology was still present in the repopulated brains (Fig. 10d), showing that the reintroduction of microglia does not reverse the vascular deposition of Aβ, at least within this one-month timeframe. Repopulating microglia associate with the new plaques but do not appear to react to the vascular deposits (Fig. 10e). Moreover, GFAP^+^ astrocytes associated with plaques in both control and repopulated 5xFAD brains (Fig. 10i, j), but were absent in 5xFAD brains devoid of microglia. Thus, the reintroduction of microglia in the 5xFAD brain via CSF1R inhibitor withdrawal coincides with a full restoration of plaque pathology and implicate the reappearance of microglia in the brain with the seeding and formation of plaques.

**Fig. 10:**
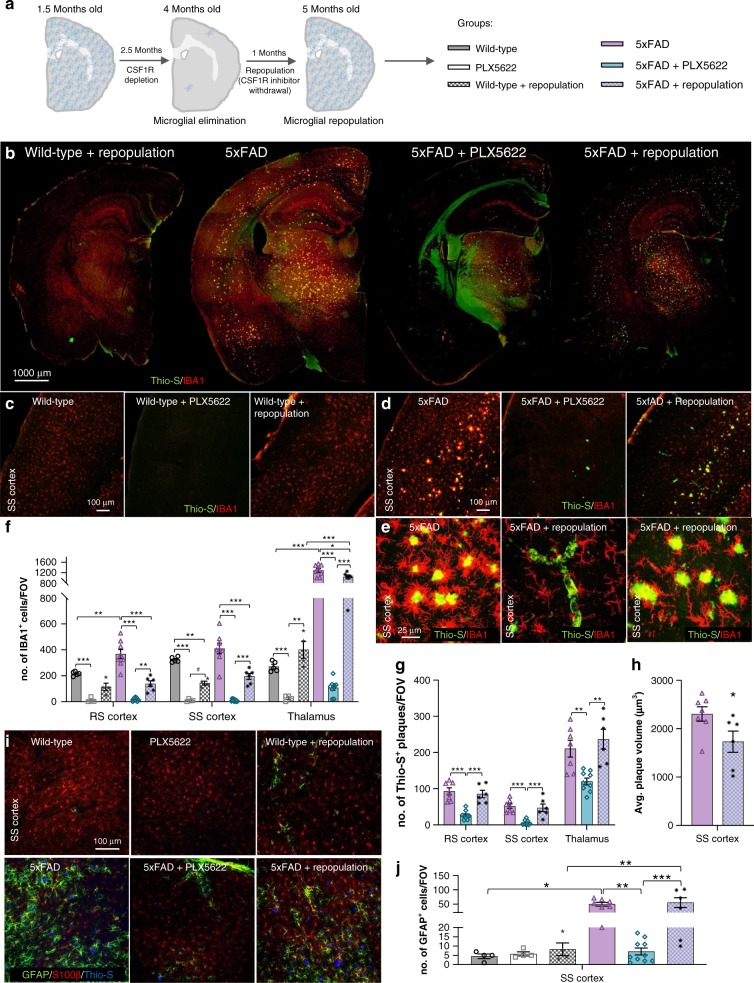
Microglia seed plaques. All analyses listed in respective order for retrosplenial (RS) cortex, somatosensory (SS) cortex, and thalamus. **a** Experimental design: 1.5-month-old wild-type (WT) and 5xFAD mice were administered PLX5622 (1200 ppm in chow) until 4 months of age. Diet was withdrawn for 1 month to allow microglial repopulation. This figure was created with images adapted from Servier Medical Arts and is licensed under the Creative Commons Attribution 3.0 Unported License [https://creativecommons.org/licenses/by/3.0/]. **b** Representative hemisphere stitches of sections stained for dense core plaques (Thio-S in green) and immunolabeled for microglia (IBA1 in red). Scale bar = 1000 μm. **c**–**e** Images of dense-core plaque staining (Thio-S in green) and microglia immunolabeling (IBA1 in red). Scale bar = 100 μm for C,D; 25 μm for E. **f**, IBA1^+^ cell number (WT v 5xFAD, p = 0.001, NS, p < 0.001; WT v PLX5622, *p* < 0.001, *p* < 0.001, *p* < 0.001; 5xFAD v 5xFAD + PLX5622, *p* < 0.001, *p* < 0.001, p < 0.001; PLX5622 v Repopulation, NS, *p* = 0.054, p = 0.008; 5xFAD + PLX5622 v 5xFAD + Repopulation, *p* = 0.006, *p* < 0.001, *p* < 0.001; WT v Repopulation, NS, p = 0.002, NS; 5xFAD v 5xFAD + Repopulation, *p* < 0.001, *p* < 0.001, *p* = 0.027; Repopulation v. 5xFAD + Repopulation, NS, NS, *p* < 0.001). Two-way ANOVA with Tukey’s post hoc test; *n* = 5 for Wild-type, *n* = 4 for PLX5622, *n* = 4 for Wild-type + Repopulation, *n* = 8 for 5xFAD, *n* = 9 for 5xFAD + PLX5622, *n* = 6 for 5xFAD + Repopulation. **g** Quantification of Thio-S^+^ plaque number (5xFAD v 5xFAD + PLX5622, *p* < 0.001, *p* < 0.001, p = 0.007; 5xFAD + PLX5622 v 5xFAD + Repopulation, *p* < 0.001, *p* < 0.001, *p* = 0.001; 5xFAD v 5xFAD + Repopulation, NS, NS, NS). One-way ANOVA with Tukey’s post hoc test; *n* = 7 for 5xFAD, *n* = 9 for 5xFAD + PLX5622, *n* = 6 for 5xFAD + Repopulation. **h** Mean cortical plaque volumes (5xFAD v 5xFAD + Repopulation, *p* = 0.048). Two-tailed independent *t*-test; *n* = 7 for 5xFAD, *n* = 6 for 5xFAD + Repopulation. **I** Images of dense-core plaques (Thio-S in blue) and astrocytes with GFAP (in green) and S100β (in red). Scale bar = 100 μm. **j** GFAP^+^ astrocyte number in the SS cortex (WT v 5xFAD, *p* = 0.010; 5xFAD v 5xFAD + PLX5622, *p* = 0.002; 5xFAD + PLX5622 v 5xFAD + Repopulation, p < 0.001; WT + Repopulation v 5xFAD + Repopulation, p < 0.009). Two-way ANOVA with Tukey’s post hoc test; *n* = 4 for Wild-type, *n* = 4 for PLX5622, *n* = 4 for Wild-type + Repopulation, *n* = 7 for 5xFAD, *n* = 10 for 5xFAD + PLX5622, *n* = 6 for 5xFAD + Repopulation. Statistical significance is denoted by *p < 0.05, **p < 0.01, and ***p < 0.001. NS, not significant (*p* > 0.10). Error bars indicate SEM

## Discussion

In this study, we sought to investigate the role of microglia throughout the onset and development of AD pathology in 5xFAD mice via the sustained depletion of microglia from the adult mouse brain for a period of ~6 months. While various methods of microglial ablation are available, the extent/duration of microglial depletion and the technical requirements necessary to achieve sustained microglial elimination prohibit the use of most depletion paradigms. For example, the CX3CR1cre^ER^xDTR^ff^ mouse model relies on administration of diphtheria toxin, which not only induces a cytokine storm, but also limits microglial elimination to 5 days^41,42^. The CD11b-HSVTK model requires intracerebroventricular infusion of ganciclovir in order to produce substantial microglial depletion, which in turn induces BBB damage and myelotoxicity, resulting in increased mortality following 4 weeks of ganciclovir treatment^11^. Additionally, clodronate liposomes can be administered to deplete microglia; however, this effect is short-lived and requires intrahippocampal infusion, as clodronate liposomes are incapable of crossing the BBB^43^. Previously, we discovered that microglia are critically dependent upon CSF1R signaling for their survival^17^ and that CSF1R inhibitors serve as effective tools to achieve microglial depletion. In contrast to other methods, CSF1R inhibitor-induced microglial depletion is advantageous due to its (1) non-invasive route of administration, (2) independence from pharmacological drivers such as ganciclovir or tamoxifen, (3) lack of an inflammatory response (*i.e*., cytokine storm) from surviving cells, (4) highly selective effects on the microglial compartment, (5) modifiable formulation, allowing for investigations into the contribution of peripheral myeloid populations on microglial responses, and (6) clinical utility, facilitating the translation of experimental findings. Most importantly, CSF1R inhibition is the only currently available method capable of achieving sustained long-term microglial elimination. Here, we sought to optimize a CSF1R inhibitor regimen to eliminate microglia brain-wide and maintain the absence of microglia for an unprecedented 6-month treatment duration. To that end, we designed and created PLX5622, which shows high selectivity for the CSF1R (Supplementary Table 2), desirable PK characteristics across species (mouse, rat, dog, monkey; Supplementary Table 5) including oral bioavailability, a > 20% brain penetrance (Supplementary Table 6), and rapid/sustained elimination of microglia (Figs 2, 3). Using PLX5622, we were able to eliminate > 95% of microglia from the brains of 5xFAD mice prior to and during the formation of AD pathology – a treatment duration of up to 6 months - and elucidate their roles in plaque formation. Data presented here show that long-term PLX5622-mediated microglial depletion is highly robust, sustainable, and specific to the microglial compartment. These findings are demonstrated by extensive gene expression analyses, a lack of behavioral/cognitive impairments, and unaffected number of circulating immune cells. Together, these data demonstrate that PLX5622 is a useful compound for investigating microglial dynamics. Of note, loss of function mutations in the tyrosine kinase domain of the *Csf1r* are associated with the development of adult-onset leukoencephalopathy with axonal spheroids and pigmented glia^44^, the onset of which is thought to derive from microglial phenotypic alterations^45^. However, we find here that long-term CSF1R inhibition (and consequential microglial loss) do not recapitulate these disease phenotypes, suggesting that the loss of a single CSF1R allele exerts different effects on the brain microenvironment relative to the loss of microglia.

The genetics of familial AD indicate that altered APP processing and plaque accumulation are critical for disease etiology^46^. In sporadic AD, plaques appear in the brain prior to any other overt pathologies^1^ and precede cognitive deterioration and disease progression^47–49^. AD appears to be precipitated by the formation and development of plaques in the brain, and therefore, identifying the underlying biology of plaque formation is crucial to understanding and preventing disease onset. Genome-wide association studies have identified several genes associated with an increased risk for developing sporadic AD. Many of these risk variants are highly enriched in myeloid cells^3^, indicating that myeloid biology appears to be a large contributor to the development of disease. Microglia are the resident myeloid cell of the CNS, and their activated presence surrounding plaques is a prominent feature of AD pathology. While microglia are phagocytes, in the later stages of disease, studies indicate that these cells do not clear Aβ or modulate plaque numbers/sizes in the brain^10–12^. Instead, evidence indicates that they play a role in synaptic damage and neuronal loss^10,49–51^. Examination of human brains (non-demented, high pathology non-demented, and Alzheimer’s disease subjects), as well as mouse models of AD, reveal the accumulation of Aβ aggregates within the lysosomes of microglia unassociated with plaques. Thus, we hypothesized that neuronally-derived Aβ is internalized/aggregated within microglia, and that this material contributes to the initial formation of plaques. In a prior study we explored the roles of microglia in the later stages of AD, by eliminating microglia at a time point at which 5xFAD mice had already developed extensive plaque pathologies. We found that the elimination of microglia consequently prevented the synaptic and neuronal loss, without affecting plaque loads^10^, with subsequent studies confirming the contribution of microglia to neuronal loss^52,53^. In this study, we sought to identify whether microglia play a role in the initial deposition of plaques, via sustained treatment with PLX5622 prior to and during the period of plaque formation in the 5xFAD mouse model of AD. Here, we find that plaque formation is prevented in the absence of microglia, even over extended periods of time. While some plaques form in specific brain areas with treatment, we find that these few remaining plaques are associated with a small subset of microglia initially resistant to CSF1R-inhibition. These microglia are most apparent in the thalamus, retrosplenial cortex, and subiculum. Once formed, these plaques persist thereafter, even long after plaque-associated microglia are eliminated. Thus, our results demonstrate that plaque onset relies on the presence and activity of microglia. Additionally, as some microglia survive CSF1R inhibitor treatment, this approach also allows for the exploration of these remaining cells in the maintenance of plaque structure. Insights into the roles of microglia in plaque biology have been explored via the study of the myeloid cell-expressed gene *Trem2*, in which coding mutations thought to be loss of function are associated with increased risk of sporadic AD^54–56^. Recently, it was demonstrated that perturbation of TREM2 signaling impaired the association of microglia with plaques^36,37,57^, revealing that plaque-associated microglia compact plaque cores and form a barrier that protects surrounding neurites from toxicity^35–37^. In line with these studies, we confirm and demonstrate that plaque compaction and barrier formation are natural functions of microglia in disease, rather than functions conferred by the loss of TREM2. In addition, we show that microglia are necessary for the development of plaques - these findings are supported by recent data showing that plaque seeding is accelerated in *Trem2* knockout mice^30^, suggesting that microglial functions involved in the initial formation of plaques are related to TREM2 signaling. Collectively, these studies point to a role of microglia in plaque development, which is supported by our current findings.

By way of mechanism for plaque seeding and growth, microglia could be: (1) secreting factors that facilitate Aβ fibrillization^58^, (2) physically forming plaque cores from extracellular Aβ via compaction^59^, or (3) ingesting, aggregating, and modifying extracellular Aβ internally, which is eventually released to seed plaques, in line with in vitro data^60^. Indeed, low concentrations of Aβ can be taken up by cells and concentrated into acidic vesicles, yielding favorable conditions for the spontaneous aggregation of Aβ^15^. Moreover, excessive accumulation of Aβ within microglial lysosomes can induce cellular death, potentially contributing to plaque expansion through the release of Aβ aggregates at the site of microglial death^59^. Here, we observe aggregated Aβ within the lysosome of ramified microglia distal to plaques in two different mouse models of AD (Fig. 1), as well as the human brain (Supplementary Figure 1). This observation is seemingly contrary to the idea that the source of internalized microglial Aβ is plaque-derived. In accordance, we find that plaque growth ceases in the absence of microglia, consistent with recent data demonstrating microglial cellular death as a contributor to plaque growth^59^, suggesting a mechanism by which microglia deliver Aβ to the plaque seed/core. These data could suggest that following the uptake of freely available Aβ, microglia subsequently deposit aggregated Aβ into the extracellular space, thus contributing to the formation of a plaque. Therefore, microglia appear to have complex and contrasting roles within AD^61^, namely their facilitation of plaque formation, plaque growth, plaque compaction, and neuronal damage.

To further delineate these roles, we performed gene expression analyses of wild-type and 5xFAD mice in cortex, hippocampus, and thalamus, in both microglia-intact animals and mice lacking microglia for the entirety of their adult lives. Notably, we find hippocampal gene expression is greatly influenced by the presence of AD pathology relative to the cortex and thalamus, despite abundant plaque load in all these regions. RNA-seq analysis revealed that nearly all significantly altered genes, in 5xFAD compared to WT mice, were associated with microgliosis in the cortex and thalamus, while the hippocampus displayed reductions in gene expression associated with neuronal and synaptic function. The absence of microglia prevented many of these changes in 5xFAD mice, despite the continued presence of hippocampal plaques, due to a small population of surviving myeloid cells in the subiculum. Although plaque-associated microglia may protect against local neurite damage, the presence of microglia is also required for the reduction in expression of synaptic and neuronal genes in the hippocampus associated with AD. Notably, the absence of microglia is associated with no alterations in immune- and synapse-related genes, suggesting that microglia mediate most AD pathology-induced changes in gene expression. Therefore, microglia appear to have detrimental and beneficial roles in a preclinical model of AD. Whether these effects are stratified into separate populations (*i.e*., protective effects of plaque-associated microglia vs. harmful effects of non-plaque associated microglia, as recently suggested^39^) needs to be determined.

In conclusion, we have designed and created a specific CSF1R inhibitor, PLX5622, that allows for the sustained and specific elimination of microglia. This novel method of microglial depletion provided us with the means to eliminate microglia for the duration of AD pathogenesis. Ultimately, these data demonstrate that microglial elimination is associated with the prevention of plaque formation and the downregulation of hippocampal neuronal genes that occur in a preclinical model of AD progression. These results indicate that microglia appear to contribute to multiple facets of AD etiology – microglia appear crucial to the initial appearance and structure of plaques, and following plaque formation, promote a chronic inflammatory state modulating neuronal gene expression changes in response to Aβ/AD pathology.

## Methods

### Compounds

PLX3397 (pexidartinib) was synthesized following the published procedure^62^. The synthesis of 2-fluoro-3-[(7-aza-5-methyl-3-indolyl)methyl]-6-[(5-fluoro-2-methoxy-3 pyridyl)methyl]aminopyridine (PLX5622), followed the procedure detailed in Supplementary Methods. For long term dosing, the compounds were formulated in AIN-76A standard chow by Research Diets Inc. at 1200 ppm (PLX5622), 300 ppm (PLX5622), 600 ppm (PLX3397), and 75 ppm (PLX3397). Instructions for the preparation of PLX5622 gavage dosing suspensions and chow are found in Supplementary Methods.

### Animal Treatments

All animal experiments were approved by the UC Irvine Institutional Animal Care and Use Committee and were conducted in compliance with all relevant ethical regulations for animal testing and research. The 3xTg-AD^63^ and 5xFAD^64^ mouse models have been previously described in detail. For 3xTg-AD genotyping, the following primer sequences were used: APP Forward 5′ – GCT TGC ACC AGT TCT GGA TGG – 3′, APP Reverse 5′ – GAG GTA TTC AGT CAT GTG CT– 3′, PS1 Forward 5′ CAC ACG CAA CTC TGA CAT GCA CAG GC – 3′, and PS1 Reverse 5′ AGG CAG GAA GAT CAC GTG TTC AAG TAC – 3′. For 5xFAD genotyping, the primer sequences used were PS1 Forward 5′ - AAT AGA GAA CGG CAG GAG CA – 3′ and PS1 Reverse 5′ - GCC ATG AGG GCA CTA ATC AT – 3′. At the end of treatments, mice were euthanized via CO_2_ inhalation and transcardially perfused with 1X phosphate buffered saline (PBS). For all studies, brains were removed, and hemispheres separated along the midline. Brain halves were either flash frozen for subsequent biochemical analysis or drop-fixed in 4% paraformaldehyde (PFA (Thermo Fisher Scientific, Waltham, MA)) for immunohistochemical analysis. Fixed half brains were sliced at 40 μm using a Leica SM2000R freezing microtome. The flash-frozen hemispheres were microdissected into cortical, hippocampal, and thalamic/striatal regions and then ground with a mortar and pestle to yield a fine powder. One-half of the powder from cortical and thalamic regions was homogenized in 500 or 250 μl Tissue Protein Extraction Reagent (TPER (Life Technologies, Grand Island, NY)), respectively, with protease (Roche, Indianapolis, IN) and phosphatase inhibitors (Sigma-Aldrich, St. Louis, MO) and centrifuged at 100,000 g for 1 h at 4 °C to generate TPER-soluble fractions. For formic acid-fractions, pellets from TPER-soluble fractions were homogenized in 500 or 250 μl 70% Formic Acid and centrifuged at 100,000 g for 1 h at 4 °C. Protein concentration in each fraction was determined via Bradford^65^ and Lowry assays (Bio-Rad, per manufacturer’s instructions). For RNA analyses, the second half of powder was processed with an RNA Plus Universal Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions.

### Human tissue

Human postmortem tissue from non-demented, non-demented high pathology, and Alzheimer’s disease subjects was obtained from the Alzheimer’s Disease Research Center, UC Irvine with consent from the UC Irvine Ethics Committee. Neuropathological examination included Braak and Braak staging for plaques and tangles and diagnosis of neuropathological AD using National Institute on Aging-Reagan criteria. Human sections were obtained from 4% PFA drop-fixed regions of the middle frontal gyrus of the cortex and processed into 25 µm thick floating sections.

### Behavioral Testing

ANY-Maze software was employed to video-record and track animal behavior. The following behavioral paradigms were carried out according to established protocols^10,17,64^ and described briefly below:

Elevated plus maze (EPM): Mice were placed in the center of an elevated plus maze (arms 6.2 × 66 cm, with side walls 15 cm high on two closed arms, elevated 46 cm above the ground) for 5 min to assess anxiety.

Open field (OF): In brief, mice were placed in a white box (33.7 cm L×27.3 cm W×21.6 cm H) for 5 min to assess motor function and anxiety.

Spontaneous Alternation Y-Maze: Animals were placed in a Y-Maze (22 cm long×11.5 cm wide, sloping to 2.5 cm wide at the bottom with sidewalls 12.7 cm high) facing the back wall of the arm. Each mouse was allowed to explore the arena for 8 min. Visual extra- and intra-maze cues were provided to allow mice to create a spatial map of the maze. During the trial, the sequence of arm entries was scored live, as well as video-recorded for later analysis if needed. The number of triads was determined by counting the sequential entry into three different arms of the maze.

Morris water maze (MWM): Mice were placed in a plastic circular pool filled with opaque tap water (water mixed with water-soluble white paint). A white plastic platform was submerged 0.5 cm below the surface of the water. Distinct two-dimensional visual cues were positioned around the perimeter of the pool. The pool was visually divided into four quadrants, and the hidden platform was placed in one of these quadrants (#2), where it remained throughout the acquisition trials. Visual cues were taped to the walls to allow mice to create a spatial map during acquisition of the task. At the beginning of each acquisition trial, mice were placed on the platform for 10 s and then subsequently placed in the pool (quadrants were pseudorandomized) to swim freely for 60 s or until the platform was located. After all mice completed four trials, they were returned to their home cages. Twenty-four hours after the last day of acquisition testing, the platform was removed and the mice were subjected to a 60 s probe trial to assess spatial memory for the platform location.

Contextual Fear conditioning (CFC): Behavior was scored live and video-recorded using 1–0 sampling every 10 s, with a 1 denoting positive freezing behavior (total lack of body movement except respiration) and 0 indicating the absence of freezing behavior. In the training trial, mice were placed in a fear-conditioning chamber (Gemini, San Diego Instruments; 24.1 cm L×20.3 cm W×20.3 cm H) to explore for 2 min before receiving one foot shock (3 s, 0.2 mA). Thirty seconds following the shock, animals returned to their home cage. Later 24 h, testing was conducted, whereby animals were placed in the chamber to explore for 5 min.

### Flow Cytometry

Blood was drawn via cardiac puncture and incubated with ammonium-chloride-potassium lysing buffer for red blood cell lysis. Blood leukocytes were subsequently blocked with anti-mouse CD16/32 (14–0161–81; eBioscience) and stained with fluorophore-conjugated antibodies A700 anti-mouse CD45 (103127; BioLegend), PE anti-mouse CD11b (101208; BioLegend), APC-Cy7 anti-mouse CD11c (117323; BioLegend), PE-Cy7 anti-mouse CD4 (100421; BioLegend), APC anti-mouse CD8 (100711; BioLegend) and FITC anti-mouse CD19 (115505; BioLegend) as well as propidium iodide (PI; Invitrogen) for live/dead discrimination. Data were acquired on a BD FACSAria II and analyzed using the FlowJo software to assess peripheral cell counts. Gating was performed following routinely used protocols, using FSC/SSC to exclude dead cells, cell debris and doublets and propidium iodide to identify dead cells. At least 250,000 events were captured by the cytometer and 30,000 single cells analyzed per group. Cells were gated on CD45^+^PI^−^ live singlets. Dead cells were excluded as propidium iodide (PI)-positive. Populations of live singlets were then gated was percentages of CD45 + PI- cells.

### Confocal Microscopy

For Thioflavin-S (Thio-S) staining, free-floating sections were washed with 1X PBS (1 × 5 min), followed by dehydration in a graded series of ethanol (100%, 95%, 70%, 50%; 1 × 3 min each). The sections were incubated in 0.5% Thio-S (in 50% ethanol, Sigma-Aldrich) for 10 min. This was followed by 3 × 5 min washes with 50% ethyl alcohol and a final wash in 1X PBS (1 × 10 min). For 6E10 and Aβ_42_ immunohistochemistry, sections were briefly rinsed in 1X PBS (1 × 5 min) and underwent antigen-retrieval via incubation in 90% Formic Acid (1 × 4 min), followed by 4 × 4 min washes in 1X PBS. Following Thio-S staining or formic acid pretreatment (if required), sections underwent a standard indirect immunohistochemical protocol. To that end, free-floating sections were washed with 1X PBS (1 × 5 min), and immersed in normal serum blocking solution (5% normal serum with 0.2% Triton-X100 in 1X PBS) for 60 min. Primary antibodies and dilutions used are as follows: anti-ionized calcium-binding adapter molecule 1 (IBA1; 1:1000; 019–19741; Wako, Osaka, Japan), anti-Aβ_1–16_ (6E10; 1:1000; 803001; BioLegend, San Diego, CA), anti-A11 oligomers (A11; 1:100; AHB0052; Thermo-Fisher Scientific), anti-amyloid fibrils OC (OC; 1:100; AB2286; EMD Millipore; Burlington, MA), anti-Aβ_1–42_ (1:200; ab10148; Abcam), anti-CD68 (1:500; MCA1957; Bio-Rad, Hercules, CA), anti-CD11b (1:50, MCA711; Bio-Rad), anti-β−amyloid [pyroglutamate-3] (p3GluAβ; 1:500; NBP1–44048; Novus Biologicals, Littleton, CO), anti-lysosomal associated membrane protein 1 (LAMP1; 1:200; sc-20011; Santa Cruz Biotechnology; Dallas, TX), anti-amyloid precursor protein, c-terminal (APP; 1:500; 171610; Calbiochem, San Diego, CA), anti-S100β (1:200; ab52642; Abcam, Cambridge, MA), anti-apolipoprotein E (ApoE; 1:100; ab1906; Abcam), anti-claudin-5 (1:500; 35–2500; Invitrogen) and anti-glial fibrillary protein (GFAP; 1:1000; ab4674; Abcam). Thioflavin-S (Thio-S; Sigma-Aldrich) staining was carried out as described above. Amylo-Glo (TR-300-AG; Biosensis, Thebarton, South Australia, AU) staining was performed according to the manufacturer’s instructions. Prussian blue staining (ab150674; Abcam) was carried out according to manufacturer’s instructions. Total microglia and plaque counts/volumes were obtained by imaging comparable sections of tissue from each animal at the ×10, ×20, or ×63 objective, at multiple z-planes, followed by automated analyses using Bitplane Imaris 7.5 spots or surfaces modules, respectively. Plaque circularity was evaluated using ImageJ software. ApoE intensity within plaque cores was measured using Bitplane Imaris 7.5 surfaces module. Hemisphere stitches were imaged using StereoInvestigator Software on a Zeiss Imager.M2 Stereology Scope. Three-dimensional reconstruction of microglia and plaques was generated using the surfaces module of Bitplane Imaris 7.5.

### Immunoblotting

Equal amounts of TPER-soluble protein (20 μg) were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS□PAGE) on a 4–12% Bis/Tris gel (Bio-Rad, Hercules, CA), transferred to 0.20 μm nitrocellulose membranes, blocked for 1 h in 5% (vol/vol) nonfat milk or bovine serum albumin (BSA) in Tris□buffered saline (pH 7.5) supplemented with 0.2% Tween20. Antibodies and dilutions used include anti-6E10 (6E10; 1:1000; 803001; BioLegend), anti-APP C-Terminal (APP; 1:1000; 171610; Calbiochem, San Diego, CA) for C99 and C83, anti-ADAM10 (1:1000; ab1997; Abcam), anti-β-secretase 1 (BACE1; 1:1000; ab2077; Abcam), anti-Presenilin-1 (PS1; 1:1000; ab76083; Abcam), anti-Presenilin enhancer 2 (PEN2; 1:500; ab18189; Abcam), anti-A11 (A11; 1:1000; AHB0052; Thermo-Fisher Scientific), and anti-β-actin (1:10,000; MA5–15739; Sigma-Aldrich). Blots were developed using Pico/Dura Western Blotting Detection System (Pierce) and exposed to film for images. Quantitative densitometric analyses were performed on digitized images of immunoblots using the NIH program ImageJ and band densities were normalized to β-actin. Uncropped scans of the blots are presented in Supplementary Figure 10A and 10B and provided in Source Data file.

### Aβ ELISA

Isolated protein samples were transferred to a blocked MSD Human (6E10) Aβ triplex ELISA plate (Aβ_1–38_, Aβ_1–40_, Aβ_1–42_) and incubated for two hours at room temperature with an orbital shaker. The plate was then washed and measurements obtained using a SECTOR Imager 2400, per the manufacturer’s instructions (Meso Scale Discovery, Gaithersburg, MD).

### RNA Sequencing

Whole transcriptome RNA sequencing (RNA-Seq) libraries were produced from Wild-type (WT), PLX5622, 5xFAD, and 5xFAD + PLX5622 mice treated from 1.5 to 7 months of age, brains that were microdissected into Cortex, Hippocampus, and Thalamus (*n* = 4/group for each of the 3 brain regions = 48 total samples). Briefly, 100–600 ng of RNA were depleted of ribosomal RNA, fragmented, reverse transcribed and ligated to indexed sequencing adapters using the KAPA RNA HyperPrep Kit with RiboErase. Amplified libraries were combined into 4 pools of 12 libraries and sequenced on 4 lanes of a HiSeq4000 producing 50 bp single-end reads. This work used the Vincent J. Coates Genomics Sequencing Laboratory at UC Berkeley, supported by NIH S10 OD018174 Instrumentation Grant.

Reads were mapped to the reference mouse genome (mm10) using STAR^66^ aligner and quantified with the featureCounts function of the Rsubread^67^ package in R^68^. After filtering out low-count genes, count distributions were scaled using the calcNormFactors function of the edgeR^69^ package. Transgene/human alignments were not filtered out from mouse reads. Principal component analysis was performed using the plotMDS function of the limma^70^ package in R. Normalized counts were prepared and fitted to linear models using the voom and lmfit functions of limma respectively. Gene ontology gene sets for mouse were downloaded from http://bioinf.wehi.edu.au/software/MSigDB/. Competitive gene set testing was performed using the camera function (limma package), which calculates two-tailed p-values and FDR adjusted *p*-values (*p* < 0.1) using the Benjamini and Hochberg method.

### Nanostring analysis

RNA was extracted and purified from frozen half brains using an RNA Plus Universal Mini Kit (Cat. #73404, Qiagen). For nCounter© analysis, total RNA was diluted to 20 ng/μl and probed using a mouse nCounter© Neuropathology Panel (Nanostring Technologies, Seattle, WA, USA). Counts for target genes were normalized to the best fitting house-keeping genes as determined by nSolver software.

### Statistics

Every reported *n* is the number of biologically independent replicates. No statistical methods were used to predetermine sample sizes; however, our sample sizes are similar to those reported in recently published similar studies^10,28^. Behavioral, biochemical, and immunohistological data were analyzed using either two-tailed independent-samples *t*-test (Control vs. Wild-type (WT) or 5xFAD vs. 5xFAD + PLX3397/PLX5622) in Microsoft Excel or as a one- (Diet: Control vs. PLX3397/PLX5622 vs. Repopulation) or two-way ANOVA (Diet: Control vs. PLX3397/PLX5622 and Genotype: WT vs. 5xFAD) using GraphPad Prism Version 6 (La Jolla, CA). Tukey’s post hoc tests were employed to examine biologically relevant interactions from the two-way ANOVA regardless of statistical significance of the interaction. For RNA analyses, moderated *t*-statistics and corresponding p-values (raw) were calculated for each of the relevant comparisons for each gene (5xFAD vs. WT in cortex, hippocampus, or thalamus, 5xFAD + PLX5622 vs. 5xFAD in cortex, hippocampus, or thalamus, and WT + PLX5622 vs. WT in cortex, hippocampus, or thalamus), as well as the comparisons between brain regions (cortex vs. hippocampus, cortex vs. thalamus, and hippocampus vs. thalamus for both WT and 5xFAD mice) using the eBayes function in limma. Raw *p*-values were adjusted across all comparisons to account for multiple testing using the decideTests function (Benjamini-Hochberg method). Genes with an adjusted *p*-value below 0.05 were considered differentially expressed. Data distribution was assumed to be normal, but this was not formally tested. Symbols denote significant differences between groups: *p < 0.05, **p < 0.01, and ***p < 0.001. Statistical trends are accepted at *p* < 0.10 (^#^). Data are presented as raw means and standard error of the mean (SEM).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

A searchable database with all RPKM values can be found at [http://rnaseq.mind.uci.edu/green/ad_plx/gene_search.php]. The atomic coordinates and structure factors of CSF1R in complex with PLX5622 (PDB accession code: 6N33) can be downloaded from the website of Protein Data Bank, [www.rcsb.org]. The RNA-Seq data has been deposited in GEO (accession number: GSE134151). Uncropped blots can be found in Supplementary Figure 10 and the Source Data file. Additional data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

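RNA was measured in 48 libraries from the brains of mice, 4 for each of 4 groups (Wild-type, PLX5622, 5xFAD and 5xFAD + PLX5622) in cortex, hippocampus and thalamus. Each column was assigned to a group, region and replicate number by an exact match of its title to the sample records, and no library was assigned from its values or left out of the fit. The sample records do not state the sex of each animal or whether the 3 regions come from the same animals. The Methods describe hemispheres dissected into the 3 regions, and the sex markers of each group and replicate number matched in all 3.

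The authors aligned 50 bp single reads to mm10 with STAR, counted reads per gene with featureCounts of Rsubread, removed genes with low counts, computed normalization factors with calcNormFactors of edgeR and deposited one table of RPKM values for 16014 genes. Whether the factors entered the RPKM is not stated, and reads of the human transgenes were not separated from those of the mouse genes. The authors' own test was voom with lmFit and eBayes of limma, adjusted over 15 comparisons together, and camera for gene sets at an adjusted p below 0.1. The Methods describe KAPA RNA HyperPrep libraries with RiboErase in 4 pools of 12 on 4 lanes, and the sample records another extraction and kit. Symbols that a spreadsheet had stored as dates, 24 in all, were named from their Entrez numbers, and 15550 Entrez numbers were found in the reference annotation, from which coordinates on mm10 were taken.

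The values were taken as deposited and turned into log2(RPKM + 0.1). Genes with an RPKM of at least 0.2 in at least 4 libraries were tested, 15975 of 16014. One group-means model of all 48 libraries was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-variance trend), and p was adjusted by Benjamini-Hochberg over the 15 comparisons of the paper together at 0.05. The other contrasts were adjusted each by itself: treated 5xFAD against wild type and against treated wild type, differences of an effect between regions or genotypes, and hippocampus against cortex and thalamus within treated 5xFAD. Sharing the adjustment lets a comparison with few changes carry more false calls, and the number of calls with each comparison adjusted by itself was therefore computed too. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

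Low RPKM values step in whole reads, so reads could be recovered: 16012 of 16014 genes gave whole numbers in every library within 0.05 reads. They sum to 6.8 M to 15.59 M reads per library (median 11 M), which is 86.99 to 104.77% of the library size that the steps imply. A level left after treatment is the mean RPKM of treated mice as a percent of the mean of untreated mice of the same genotype and region, and was tested by an exact two-sided permutation of 4 against 4 libraries, whose smallest p is 0.0286. At least 3 reads were required to call a level seen.

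Marker lists of cell types, cell states, tissues and pathways were written down before the data were examined, 39 in all, of which 38 had at least 3 tested members. Lists were tested with camera at its preset correlation of 0.01, adjusted over the lists within a comparison, and again with the correlation estimated for each list. The Gene Ontology sets of the paper were not used. Another 3 lists were added after values had been seen and were adjusted as a family of their own.

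Single genes are named by a rule set beforehand, when the values in the paper's text, figures and Source Data had been seen. They are every gene that the paper's text or Source Data names for this experiment; per comparison up to 10 higher and 10 lower called genes with the largest log2 fold change, groups that do not overlap and a mean RPKM of at least 1 in a group; and up to 4 members of a list with the smallest p. Some genes that this rule names are not reported here. Genes outside this rule were chosen after their values were seen: Akr1b8, Gm15466 and Upp1 among the lower genes of cortex and thalamus, Efr3a, Etv1 and Mpeg1, and list members named in a comparison where others have a smaller p.

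Alternatives set beforehand were pseudocounts of 0.01 and 1, no filter and a mean RPKM of at least 1, rescaled libraries, each region fitted alone, eBayes without a trend or robust, vooma weights, the replicate number or animal as a block, an Xist covariate, each library left out in turn, each comparison adjusted by itself, voom with limma on recovered reads, other list tests, and the untreated 5xFAD libraries split into 6 pairings. After values had been seen 4 were added: a dentate gyrus or striatal score as a covariate, and hippocampal libraries with the lowest dentate score or with liver transcripts left out. A count was taken as the same within 1.5 times. Other splits of the libraries were counted in full (35) or as 100 draws.

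The scripts were tested on simulated data, and the simulation of the reversal slopes used seed 23. Recovered reads equalled the simulated ones, the limma step recovered genes shifted 1.5-, 2- and 4-fold at the rates given in the text, and camera gave a list of 30 genes shifted 1.25-fold an adjusted p of 1.54e-13 and called 0 of 39 unshifted lists. Noise was drawn for each gene by itself, so the limma and camera tests do not cover genes that vary together between libraries. In the real data, another split of the 5xFAD and wild-type hippocampal libraries shifted 26 lists. Protein, imaging, vascular and behavioral results of the paper hold no RNA values and were left out.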

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

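The tests of the 3 patterns weighed first, the counts of other splits of the libraries, and the liver and midbrain lists were chosen after the results had been seen.

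The 67 genes lower in 5xFAD hippocampus fell by a median of -0.54 and moved back with PLX5622; without 5xFAD hippocampus r3 only 20 genes were called lower. Over 16 hippocampal libraries the mean of the 67 genes was -0.74 (SE 0.089), and with 1 of 7 tissue scores in the model it stayed at -0.66 (SE 0.085) or further from 0. The median stayed between -0.48 and -0.57. Whether a different share of 1 tissue part is the whole cause of the fall cannot be told from these values. The 67 genes were called lower on these same libraries, and selection alone would leave part of the fall. Calls ended with single scores (26 of the 67 left with the striatal and 19 with the CA1 score) as the median fold shrank to -0.48 with both and the median SE of a gene went from 0.15 to 0.156 and 0.162. In 5xFAD hippocampus r1 and r2, whose striatal scores of -1.5 and -1.7 are like those of 3 of the 4 wild-type libraries (-1.42 to -1.62), the 67 genes stood at -0.43 and -0.47. Both libraries are among those on which the genes were called. Shares of several parts at once cannot be told apart from a change in neurons, because with all 7 scores together the median was -0.37 (SE of a gene 0.227, 1 gene still called), between what either predicts. Selecting the genes on untreated 5xFAD libraries that both comparisons share may account for part of the return, since the slope was -0.14 over 6 pairings that share none. In those pairings the 5xFAD effect on genes called lower with 1 pair was -0.95 in that pair and -0.29 in the other, and the treatment effect against the other pair was 0.13. Treated 5xFAD hippocampus keeps microglial RNA (homeostatic score 0.15, against 2.33 untreated and -2.28 in treated wild type), so the data hold no 5xFAD hippocampus without microglia. An effect of 5xFAD that needs microglia predicts a smaller fall there, and 30 of the 67 genes were below 0 in treated 5xFAD against treated wild-type hippocampus, a value that selection alone would also give. A smaller 5xFAD effect on neurons, with or without microglia, stays open.

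Liver transcripts stood high in hippocampus r3 and r4 of treated 5xFAD mice, Alb at 634 and 112 RPKM against at most 39.4 in the other 46 libraries and 18.7 in any untreated one. Induction of liver genes by PLX5622 in all 3 regions is argued against, because only 3 of 24 libraries from treated mice held more Alb than every untreated library. Induction in hippocampus alone cannot be told apart from RNA brought in: 4 of 8 treated hippocampal libraries held more Alb than every untreated one there (at most 8.64 RPKM). The liver score was 1.62 (0.45 to 3.14) in treated and -0.33 (-0.65 to 0.46) in untreated wild-type hippocampus, and -0.46 and 0.42 in r1 and r2 of treated 5xFAD mice. Liver RNA brought into single libraries is a candidate explanation: all 22 liver genes stood above every other hippocampal library in both, at one ratio to each other (median log2 2.18, SD 0.25). Wild-type hippocampus has 3 of the 22 genes at a mean RPKM of at least 1, and no other list holds any of the 22. How such RNA came in stays open, and whether it was in the tissue or the tube was not tested.

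Striatal genes stood lower and midbrain genes higher in the thalamus of treated wild-type mice, 13 of 14 striatal genes below 0. An effect of PLX5622 on striatal transcripts in both genotypes is argued against, since 0 of the 14 were below 0 with PLX5622 in 5xFAD thalamus. Another boundary of the dissected block is a candidate explanation: with the striatal score in the model the called genes went from 614 to 269 (8 higher, 261 lower), and 27 of 30 homeostatic microglia genes were still called. An effect of PLX5622 in wild-type mice alone stays open.

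Samples far from the others of their group were looked for in 468 groups of 4 (28 genes and 11 list scores, by Dixon's limit), where chance gives about 1 in 20; 29 were found, 12 of them in treated groups. For microglial and plaque-related genes the libraries were PLX5622 cortex r1 (Csf1r 1.79 RPKM), 5xFAD + PLX5622 thalamus r3 (Cx3cr1 0.547), PLX5622 thalamus r1 (Clec7a 0.152 and Ctsz 17.5), wild-type hippocampus r3 (Ctsd 176), 5xFAD thalamus r1 (Ctsz 23.7) and wild-type cortex r1 (Itgax 0.218). For App it was 5xFAD thalamus r2 (560 RPKM) and for Apoe 5xFAD + PLX5622 cortex r1 (712). For plasticity genes of the study they were 5xFAD + PLX5622 thalamus r1 (Chrm3 7.84), wild-type cortex r1 (Chrm3 26.1), PLX5622 cortex r1 (Dusp5 4.16), wild-type thalamus r3 (Dusp5 1.86) and 5xFAD hippocampus r3 (Dync1i1 26.8). Also far from their groups were 5xFAD + PLX5622 cortex r1 (Nrg3 20.6), 5xFAD + PLX5622 hippocampus r1 (Nrg3 20.9) and wild-type hippocampus r2 (Rnf217 5.97 and Rtn4r 43.2).

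Of list scores (mean log2 difference from all libraries), those of homeostatic microglia stood apart in 5xFAD + PLX5622 thalamus r3 (-1.43) and PLX5622 thalamus r1 (-1.03), border-associated macrophages in 5xFAD + PLX5622 hippocampus r3 (0.135), and reactive astrocytes in wild-type cortex r1 (-0.919). Tissue scores stood apart in 5xFAD hippocampus r4 (dentate gyrus -0.423), wild-type cortex r3 (dentate gyrus -0.359), wild-type hippocampus r2 (striatal 0.725, cortical 1.14 and liver 0.456), 5xFAD cortex r4 (liver 2.04) and 5xFAD hippocampus r3 (choroid plexus 0.143).

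Differences between groups were found by testing the difference itself. The effect of PLX5622 differed between 5xFAD and wild type for 53 genes in hippocampus and 1 in thalamus by limma (2376 and 436 at unadjusted p < 0.05), and without 5xFAD hippocampus r4 the first count was 0. The 5xFAD effect on the 15 plasticity genes of the study differed by a median of -0.48 between hippocampus and cortex and of -0.48 between hippocampus and thalamus (camera adjusted p = 8.67e-18 and 1.21e-13), which is not independent evidence. Between genotypes the PLX5622 effect differed for disease-associated microglia genes by -0.52 in cortex and -0.64 in thalamus (camera adjusted p = 1.43e-17 and 2.41e-22), and for interferon genes by -0.75 in cortex (camera adjusted p = 1.14e-17). It also differed for lysosome genes by -0.30 in thalamus (camera adjusted p = 3.41e-22). For lists the study picked on these samples the values are set by that choice and are no test: -1.34 and -1.02 in cortex and thalamus for its plaque-forming genes, and 0.64 in hippocampus for its plasticity genes (camera adjusted p = 2.92e-15).

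Signals in genes the paper did not analyse were taken from list tests. Midbrain monoamine genes had medians of -0.55 in 5xFAD thalamus against wild type, 1.22 in treated against untreated wild-type thalamus and -0.85 in treated 5xFAD against treated wild-type thalamus (camera adjusted p = 2.17e-06, 1.44e-08 and 8.86e-09; adjusted p = 0.0308, 0.00858 and 0.00763 with an estimated correlation). Border-associated macrophage genes had medians with PLX5622 of -1.93, -1.81 and -1.41 in 5xFAD cortex, hippocampus and thalamus, of -1.26, -1.12 and -1.79 in wild-type brain, and of -1.59, -1.35 and -1.93 in treated 5xFAD against untreated wild type. Cholesterol synthesis genes had medians of 0.42 with PLX5622 in 5xFAD hippocampus, 0.44 and 0.50 in treated 5xFAD cortex and hippocampus against wild type, and 0.39 and 0.43 against treated wild type.

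Whether chance can be excluded was asked by splitting the 8 libraries of each comparison in all 35 ways, the real one included. Chance is called excluded below where no other split gave a count as high as the real one. First of 35 is the highest rank such a test can give. The counts were not adjusted for how many were asked, so a single first rank can still arise by chance. For called genes it can be excluded, with 1 split as high as the real one, in 5xFAD against wild type for cortex (117, highest other 78) but not for hippocampus (3 splits; 313, highest other 354) or thalamus (10 splits; 66, highest other 1856). For higher genes alone it can be excluded in cortex (114, highest other 47) and hippocampus (246, highest other 183) and not in thalamus (8 splits; 65, highest other 1223). With PLX5622 in 5xFAD it can be excluded in cortex (340, highest other 152) and thalamus (441, highest other 267) but not in hippocampus (4 splits; 473, highest other 640). With PLX5622 in wild type it can be excluded in cortex (220, highest other 111) and hippocampus (443, highest other 295) and not in thalamus (6 splits; 614, highest other 2289). In treated 5xFAD against wild type it can be excluded in cortex (170, highest other 1) and thalamus (280, highest other 141) and not in hippocampus (3 splits; 157, highest other 574). Against treated wild type it can be excluded in cortex (10, highest other 6) and not in hippocampus (4 splits; 129, highest other 1021) or thalamus (3 splits; 6, highest other 21). Within treated 5xFAD it can be excluded for hippocampus against thalamus (4241, highest other 642) and not against cortex (2 splits; 1243, highest other 1648).

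For AD-related genes in 5xFAD cortex the real split ranked first with 5, and the highest other was 4. With so many counts asked, that is too close for chance to be taken as excluded. For these genes chance can be excluded in 5xFAD hippocampus (10, highest other 4) and not in thalamus (4 splits with a count as high as 4, highest other 8). It can be excluded with PLX5622 in 5xFAD cortex, hippocampus and thalamus (10, 11 and 11, highest other 5, 6 and 7) and in wild type (9, 7 and 11, highest other 4, 4 and 8), with 1 split in each. For the number of lists shifted it can be excluded in no comparison. The splits as high were 3, 8 and 13 in cortex, hippocampus and thalamus for 5xFAD (17, 20 and 12 lists, highest other 17, 26 and 23), 19, 8 and 4 for PLX5622 in 5xFAD (14, 19 and 21, highest other 20, 24 and 24) and 2, 17 and 8 for PLX5622 in wild type (15, 14 and 16, highest other 16, 23 and 22). They were 7, 33 and 3 for treated 5xFAD against wild type (14, 11 and 17, highest other 15, 23 and 18) and 3, 11 and 21 against treated wild type (14, 17 and 5, highest other 15, 24 and 20). Within treated 5xFAD they were 7 for hippocampus against cortex (18, highest other 20) and 5 against thalamus (21, highest other 23).

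Of 100 draws, chance can be excluded for genes shared by all 3 regions at unadjusted p < 0.05 (1 draw; 132, highest other 28) and at adjusted p < 0.05 (1 draw; 48, highest other 0), where genotype was shuffled in each region by itself. With the 3 regions of a group and number kept together, as if from 1 animal, it can be excluded for both as well (1 of 35 splits each; highest other 25 and 0). For the PLX5622 effect that differs between genotypes in hippocampus, 2 of 100 draws were as high, the real one included (53, highest other 1318). Chance is not taken as excluded there, because the other draw called far more genes and the count was 0 without 5xFAD hippocampus r4. It cannot be excluded for that difference in thalamus (17 draws; 1, highest other 3433), or for its lists (69, 26 and 23 draws in cortex, hippocampus and thalamus; 7, 17 and 14, highest other 19, 26 and 24). It cannot be excluded for the lists of the 5xFAD effect that differs between hippocampus and cortex, hippocampus and thalamus, or cortex and thalamus (75, 32 and 73 draws; 11, 16 and 7, highest other 28, 27 and 21). For single genes these differences, and that between genotypes in cortex, gave 0 calls in limma (595, 1340, 386 and 406 genes at unadjusted p < 0.05), so that all 100 draws are as high and decide nothing (highest other 102, 1204, 75 and 8).

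Splits that call many genes point to a structure of the samples. In hippocampus the split with 354 genes has the largest gap of all 35 in the striatal score (2.41), and a split with 314 genes the largest in the dentate gyrus score (0.93). In thalamus the 3 highest splits (1856, 1454 and 1232 genes) rank 2, 4 and 1 in the gap of the cortical score. In the homeostatic microglia score the real split has the largest gap in all 3 regions (0.81, 1.07 and 0.74).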

How the results depend on the processing

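With n = 4 and 6.8 M to 15.59 M reads per library, the values rest on few reads where microglial genes are near 0 after PLX5622, and a shift under 1.5-fold in a single gene is often missed. Of 1649 named pairs of a gene and a comparison, 523 were called, and 190 of these lost the call when some 1 library was left out. Called genes with PLX5622 in 5xFAD or wild-type cortex stayed within 1.5 times of the reported count when any 1 library was left out, and so did those with PLX5622 in 5xFAD hippocampus and thalamus. No filter (51 counts and slopes), rescaled libraries (55) and the animal block (34) moved no count over 1.5 times. The planned quasi-likelihood test of recovered reads was not run. Where an alternative below tests fewer genes or fewer libraries, that is part of the change; otherwise the cause was not tested. Counts below are of called genes unless lists are named, and "another effect" stands for genes whose PLX5622 effect differs between genotypes.

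A pseudocount of 0.01 gave 35 genes for 5xFAD against wild type in thalamus, 94 for treated 5xFAD against wild type in hippocampus, 0 with another effect in thalamus, 22 higher genes shared by all 3 regions and 8 lists for treated 5xFAD against treated wild type in thalamus. A pseudocount of 1 gave 120 for 5xFAD in thalamus, 3, 84 and 10 for treated 5xFAD against treated wild type in cortex, hippocampus and thalamus, 4 and 10 with another effect in cortex and thalamus, 7 AD-related genes for 5xFAD in thalamus, 90 shared genes and a correlation of -0.76 for the reversal of the lower genes. Testing only genes with a mean RPKM of at least 1 gave 74 and 38 for 5xFAD in cortex and thalamus, 181, 315 and 286 for PLX5622 in 5xFAD cortex, hippocampus and thalamus, 112 for PLX5622 in wild-type cortex, 79, 96 and 142 for treated 5xFAD against wild type and 70 and 3 against treated wild type in hippocampus and thalamus. It also gave 0 with another effect in thalamus, 71 genes shared at unadjusted p < 0.05, 28 shared genes and 9 lists for treated 5xFAD against treated wild type in thalamus.

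Each region fitted alone gave 70, 99 and 35 genes for 5xFAD in cortex, hippocampus and thalamus, 182 and 245 for PLX5622 in 5xFAD hippocampus and thalamus, 275 and 176 in wild-type hippocampus and thalamus, 35 for treated 5xFAD against wild type in hippocampus, 17 and 0 against treated wild type in cortex and thalamus and 265 and 0 with another effect in hippocampus and thalamus. It left 4 AD-related genes for 5xFAD and 6 for PLX5622 in 5xFAD hippocampus, 6 for PLX5622 in wild-type thalamus, 18 shared genes and 9 lists for treated 5xFAD against treated wild type in thalamus. The App call was lost in hippocampus (0.67) and gained in thalamus (0.37). With eBayes without a trend, 1 and 14 genes had another effect in cortex and hippocampus, and 27 in hippocampus with robust eBayes. Vooma weights gave 105 for 5xFAD in thalamus, 4 for treated 5xFAD against treated wild type in cortex, 22 and 0 with another effect in hippocampus and thalamus and 81 shared genes. An Xist covariate gave 20 for treated 5xFAD against treated wild type in thalamus and 1 with another effect in cortex. Adjusting each comparison by itself gave 48, 137 and 24 for 5xFAD, 287 for PLX5622 in wild-type hippocampus and 2 AD-related genes for 5xFAD in thalamus. Voom with limma on recovered reads gave 101 for 5xFAD in thalamus, 3 and 65 for treated 5xFAD against treated wild type in cortex and hippocampus, 811 for treated 5xFAD hippocampus against cortex, 0 with another effect in hippocampus and thalamus and 79 shared genes.

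With the replicate number as a block, 23 genes had another effect in hippocampus and 9 lists were shifted in treated 5xFAD against treated wild type thalamus; 49 other counts and slopes stayed within 1.5 times. Sex markers of a group and number matched between the 3 regions in 16 of 16 sets, as with 1 animal per number, but deviations of the same number correlated weakly, at a median r of 0.007 between regions (48 pairs, 9 over 0.1) and 0.019 between groups (72 pairs, 19 over 0.1). The consensus correlation of the animal block was 0.026.

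Camera with an estimated correlation shifted 11, 10 and 6 lists for 5xFAD in cortex, hippocampus and thalamus, 10 and 9 for PLX5622 in 5xFAD hippocampus and thalamus, 5, 4 and 4 in wild-type brain, 7 and 4 for treated 5xFAD against wild type in cortex and thalamus and 4, 8 and 0 against treated wild type. Within treated 5xFAD it shifted 0 lists for hippocampus against cortex and 1 against thalamus, so the shifts of homeostatic genes (medians 1.45 and 2.56) and disease-associated genes (0.55 and 0.46) were no longer called. Fry shifted 11 and 6 lists for 5xFAD in cortex and thalamus, 12 for PLX5622 in 5xFAD thalamus, 7, 6 and 10 in wild-type brain, 8 and 6 for treated 5xFAD against wild type in cortex and thalamus and 9, 8 and 0 against treated wild type. Untreated 5xFAD libraries split into pairings gave a slope of -0.14 for the lower genes and correlations of -0.38 for the higher and -0.18 for the lower genes. With medians in place of means, 89.5% of Clec7a was left in wild-type hippocampus (44.7% by means), 41.2% of Cst7 in wild-type thalamus (12.6%) and 42.5% of Ctsz in 5xFAD thalamus (46.1%).

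Of the alternatives chosen after seeing the data, the dentate gyrus covariate gave 771 and 727 for PLX5622 in 5xFAD and wild-type hippocampus and 96 with another effect. Leaving out the lowest dentate library of each hippocampal group gave 204 for treated 5xFAD against treated wild type, 17 lists against wild type, 7 AD-related genes for PLX5622 in 5xFAD, a slope of -0.50 and a correlation of -0.66 for the lower genes. It reversed mature oligodendrocyte genes with PLX5622 in 5xFAD (0.34, reported -0.02) and striatal genes with PLX5622 in wild type (0.57, reported -0.03). The striatal covariate gave 269 for PLX5622 in wild-type thalamus, 1 gene and 15 lists for treated 5xFAD against treated wild type, 0 with another effect and 7 AD-related genes for PLX5622 in wild type, with the striatal list itself at 0.03 (reported -1.21), which its own score removes. Without both libraries with liver transcripts there were 56 for treated 5xFAD against wild type in hippocampus, 24 for hippocampus against cortex and 25 with another effect, and disease-associated genes against thalamus were no longer called (0.26).

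Leaving out each library in turn gave these ranges, with the library left out at each end. For 5xFAD against wild type the count was 198 (5xFAD hippocampus r3) to 336 (5xFAD hippocampus r4) and 40 (5xFAD thalamus r3) to 87 (5xFAD thalamus r2), AD-related genes in thalamus 2 (5xFAD thalamus r3) to 5 and shared genes 28 (wild-type thalamus r4) to 48. With PLX5622 in wild type it was 291 (PLX5622 hippocampus r1) to 576 (PLX5622 hippocampus r3) and 343 (wild-type thalamus r1) to 866 (wild-type thalamus r3). For treated 5xFAD against wild type it was 69 (5xFAD + PLX5622 hippocampus r4) to 260 (r2) with 12 (r2) to 19 (r1) lists, and 168 (5xFAD + PLX5622 thalamus r1) to 448 (wild-type thalamus r3). Against treated wild type it was 6 (5xFAD + PLX5622 cortex r1) to 25 (PLX5622 cortex r1), 86 (5xFAD + PLX5622 hippocampus r2) to 246 (r1), and 1 (PLX5622 thalamus r4) to 77 (r3) with 4 (r2) to 13 (r1) lists. For treated 5xFAD hippocampus against cortex it was 242 (5xFAD + PLX5622 hippocampus r3) to 2526 (r1). Genes with another effect ran from 0 to 2 in cortex (PLX5622 cortex r3), 0 (5xFAD hippocampus r4) to 225 (5xFAD + PLX5622 hippocampus r1) and 0 to 2 in thalamus (wild-type thalamus r3), and genes whose 5xFAD effect differs between hippocampus and thalamus from 0 to 1 (5xFAD thalamus r2). The slope of the lower genes ran from -0.73 (5xFAD hippocampus r1) to -0.55 (wild-type hippocampus r1) and their correlation from -0.95 (5xFAD hippocampus r3) to -0.73 (wild-type hippocampus r1). List medians that changed sign were immediate early genes in 5xFAD cortex, -0.11 (wild-type cortex r3) to 0.27 (r1; reported 0.05), striatal genes there, -0.78 (5xFAD cortex r2) to 0.11 (r4; reported -0.36), endothelial genes in 5xFAD hippocampus, -0.11 (wild-type hippocampus r2) to 0.14 (r3; reported -0.02), and mature oligodendrocyte genes with PLX5622 in 5xFAD hippocampus, -0.16 (5xFAD + PLX5622 hippocampus r4) to 0.34 (r1).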

Differences from the paper's values

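The counts are at the paper's threshold, an adjusted p below 0.05 over 15 comparisons, from limma on log2(RPKM + 0.1). In cortex 3 genes were lower in 5xFAD, against 1 in the paper. Of the alternatives set before the data were examined, a pseudocount of 1, cortex fitted alone, and leaving out wild-type cortex r2 or r3 gave 1, and the others differ. In thalamus 66 genes were called, against 107 in the paper. A pseudocount of 1 (120), vooma weights (105), recovered reads with voom (101) and leaving out 5xFAD thalamus r2 (87) come within 1.5 times, and the others (24 to 69) do not. In thalamus 1 gene was lower, against 0 in the paper, and 0 were lower with a mean RPKM of at least 1, thalamus fitted alone, separate adjustment, or without 5xFAD thalamus r1 or wild-type thalamus r4, while the others differ.

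In all 3 regions 48 genes were called, against about 83 in Fig. 9a, read by eye. A pseudocount of 1 (90), vooma weights (81) and recovered reads (79) come within 1.5 times, and the others do not. Hippocampus and thalamus alone share 7, against about 13 in Fig. 9a, read by eye. A pseudocount of 1 (14), no trend (9), vooma weights (12), recovered reads (13), and leaving out 5xFAD cortex r3 or r4 (12 each), 5xFAD thalamus r2 (10) or wild-type cortex r3 (9) or r4 (10) come within 1.5 times, and the others do not. Cortex and thalamus alone share 3, against about 0 in Fig. 9a, read by eye, and vooma weights and recovered reads gave 0, while the others differ.

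The paper gives 2 as an approximate fold for the transgenes together across regions, and no value for 1 gene in 1 region. App was 1.67, 1.59 and 1.29 times its wild-type level in 5xFAD cortex, hippocampus and thalamus, and Thy1 3.07, 2.85 and 1.92 times. Set beside that 2 of the paper, App in thalamus (1.29) is further than 1.5 times, and among the alternatives only leaving out 5xFAD thalamus r2 (1.35) comes within 1.5 times. So is Thy1 in cortex (3.07), where leaving out 5xFAD cortex r3 (2.91) or r4 (2.81) or wild-type cortex r2 (2.97) comes within 1.5 times, and the others do not. Over 30 homeostatic microglia genes the mean log2 fold change in 5xFAD was 0.81 in cortex, 1.07 in hippocampus and 0.74 in thalamus, against 1 in the paper, which averages its own set of genes and names no single region. Only the thalamic value lies further from 1 than the SD of its 5xFAD libraries (0.17), and it does so in every alternative (0.66 to 0.82), although it is within 1.5 times.

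Of 576 values in the Source Data of Fig. 8, 575 equal the deposited ones within 0.5 percent or 0.0001 RPKM. The exception is C1qa in 5xFAD + PLX5622 thalamus r4, 0.199 in the paper's Source Data and 0.971 as deposited, so that the mean of the 4 libraries is 1.03 by the paper's values and 1.22 by the deposited ones.

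The paper says that among AD-related genes only the transgenes and Apoe changed in 5xFAD. Limma also called Trem2, Ctsd, Grn, Plcg2, Inpp5d, Ctsb and Ece2 higher in hippocampus, and Apoe in hippocampus alone. Of these, the paper itself names Ctsd, Grn and Plcg2 elsewhere among genes that rise in 5xFAD and fall with PLX5622. The paper also lists Ctsb among genes that fall without microglia, and its log2 fold change of -0.21 in 5xFAD cortex (limma adjusted p = 0.108) was called only with cortex fitted alone (limma adjusted p = 0.0411), while Trem2, Ctsc and Ctsd fell there. The paper finds expression of Clec7a in treated 5xFAD hippocampus and not in cortex or thalamus, and against cortex the log2 fold change of 1.61 (limma adjusted p = 0.0649) was called with a pseudocount of 1 (0.69, limma adjusted p = 0.0373) or without 5xFAD + PLX5622 hippocampus r1 (2.14, limma adjusted p = 0.00847), while Ccl6 and Cst7 were called.

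Of the 20 genes the paper says rise in 5xFAD and fall with treatment, limma called 17 lower in hippocampus. Cst7, Ccl3 and Ch25h also stood below 0 there but were not called. Cst7 was left at 31.7% of its untreated level (exact two-sided permutation p = 0.0286), so the missing call does not show that it stayed high. Cst7 was called lower there with a pseudocount of 1 (-1.67, limma adjusted p = 0.000591) and with vooma weights (-1.83, limma adjusted p = 0.000334), as was Ccl3 (-1.23 and -1.79, limma adjusted p = 0.000782 and 0.009). Without 5xFAD + PLX5622 hippocampus r2 Ccl3 was called too (-2.32, limma adjusted p = 0.0303), and Ch25h with none of the alternatives. The paper places homeostatic genes of treated 5xFAD hippocampus above wild-type mice, and 11 of 30 were lower than in untreated wild type, while 22 were higher than in treated wild type. The paper states that hippocampal changes appeared to return in full with treatment, and 213 of 246 higher and 63 of 67 lower genes lay closer to wild type with it. The median share undone was 82.7% and 67.3%, and 137 and 10 genes were called in the other direction. Both comparisons share the untreated 5xFAD libraries on which the genes were called, which can raise these shares. Pairings that share none gave slopes of -0.49 and -0.14, with the 5xFAD effect taken from the pair that called the genes.

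Among genes the paper names as spared by treatment, Kcnq3, Dlk2 and Dync1i1 (which the paper writes as Dync1l1) were not called higher with PLX5622 in 5xFAD hippocampus. Their log2 fold changes with treatment were 0.53, 0.34 and 0.24. Against untreated wild type, treated 5xFAD hippocampus stood at -0.13, -0.11 and -0.07 for the same genes. The missing calls therefore do not show that these genes stayed low. Kcnq3 was called with a pseudocount of 1, vooma weights, either block or the Xist covariate (0.52 to 0.55, limma adjusted p = 0.048, 0.0487, 0.0491, 0.0495 and 0.0349). Leaving out 1 library called Kcnq3 (5xFAD + PLX5622 hippocampus r1, 0.66) and Dlk2 (5xFAD + PLX5622 hippocampus r4, 0.52; limma adjusted p = 0.00394). With alternatives chosen after seeing the values, the dentate gyrus score called Dlk2 (0.40) and Dync1i1 (0.26), leaving out the lowest dentate libraries called Kcnq3 (0.61), and leaving out both libraries with liver transcripts called Dlk2 (0.63).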

Other observations

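The tests of border-associated macrophage, cholesterol and reactive astrocyte genes were planned, and the account of midbrain genes was chosen after the result was seen.

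Marker genes of macrophages at the brain's borders fell along with those of microglia, in RNA of whole tissue that does not separate these cells. Stab1, a scavenger receptor gene of these cells, read 0.446 ± 0.105 RPKM in treated 5xFAD cortex against 2.36 ± 0.135 in untreated (mean ± SD, n = 4 each; log2 fold change -2.19, SE 0.263, limma adjusted p = 2.68e-07), and Mrc1, the mannose receptor gene, 0.0325 ± 0.0232 against 0.943 ± 0.141 (-2.98, SE 0.429, limma adjusted p = 8.42e-06). In treated wild-type hippocampus Stab1 fell by -2.05 and Mrc1 by -2.49 (limma adjusted p = 1.01e-06 and 0.000161). Of 9 border-associated macrophage genes limma called 5, 6 and 6 lower in 5xFAD cortex, hippocampus and thalamus and 5, 4 and 8 in wild-type brain (5, 7, 8, 5, 7 and 8 adjusted over the list alone). With an estimated correlation camera called the list in all 6 comparisons, with adjusted p from 0.00115 in wild-type cortex to 0.0372 in wild-type hippocampus.

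Genes of cholesterol synthesis stood higher in the hippocampus of treated 5xFAD mice than in any other hippocampal group. Sc5d, which makes a late sterol, read 30.3 ± 2.33 RPKM there against 23.9 ± 2.56 in untreated 5xFAD (log2 fold change 0.34, SE 0.07, limma adjusted p = 0.00155). Limma called 9 of 21 genes higher with PLX5622 in 5xFAD hippocampus (21 adjusted over the list alone; camera adjusted p = 2.42e-18, adjusted p = 0.0264 with an estimated correlation), and in treated 5xFAD against wild type 10 in hippocampus and 4 in cortex (21 and 19 adjusted over the list alone; adjusted p = 0.00591 and 0.00598 with an estimated correlation). With hippocampus fitted alone Sc5d was not called (limma adjusted p = 0.145). In this group r3 and r4 carry liver transcripts. Without both, an alternative chosen after the values were seen, Sc5d was still called (0.36) and limma called 19 of the 21 genes (20 adjusted over the list alone; median 0.68, camera adjusted p = 1.77e-26, adjusted p = 0.00622 with an estimated correlation). C4b and Gfap of the reactive astrocyte list also moved in wild-type mice: C4b rose with PLX5622 in wild-type cortex by 1.69 and in hippocampus by 2.35, and Gfap by 1.24 and 1.51 (limma adjusted p = 0.00244, 2.72e-05, 0.0146 and 0.00222), and with cortex fitted alone the Gfap call was lost (limma adjusted p = 0.101). Limma called 2, 3 and 0 of its 21 genes higher with PLX5622 in wild-type cortex, hippocampus and thalamus (2, 3 and 0 adjusted over the list alone), and camera gave the list adjusted p = 2.9e-05, 5.68e-05 and 0.387 (adjusted p = 0.431, 0.514 and 0.817 with an estimated correlation). Of the same 21 genes limma called 10 higher in treated 5xFAD hippocampus against wild type (10 adjusted over the list alone; median 0.71, camera adjusted p = 9.83e-18, adjusted p = 0.0147 with an estimated correlation). Without r3 and r4 it called 3 (9 higher and 1 lower adjusted over the list alone; median 0.37, camera adjusted p = 3.11e-06), and the call of the list was lost with an estimated correlation (adjusted p = 0.266).

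In treated wild-type thalamus Tph2 and Ddc, genes of monoamine synthesis, read 6.14 ± 3.29 and 25.7 ± 8.52 RPKM against 0.874 ± 0.874 and 12.6 ± 3.22 in untreated wild type (2.89 and 1.00, limma adjusted p = 0.00149 and 0.0266), and limma called 3 of 9 midbrain monoamine genes (7 adjusted over the list alone).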
